# A *Lacticaseibacillus rhamnosus* secretome induces immunoregulatory transcriptional, functional and immunometabolic signatures in human THP-1 monocytes

**DOI:** 10.1038/s41598-024-56420-8

**Published:** 2024-04-10

**Authors:** Michael P. Jeffrey, Lin Saleem, Chad W. MacPherson, Thomas A. Tompkins, Sandra T. Clarke, Julia M. Green-Johnson

**Keywords:** Microbiology, Immunology, Cytokines

## Abstract

Macrophage responses to activation are fluid and dynamic in their ability to respond appropriately to challenges, a role integral to host defence. While bacteria can influence macrophage differentiation and polarization into pro-inflammatory and alternatively activated phenotypes through direct interactions, many questions surround indirect communication mechanisms mediated through secretomes derived from gut bacteria, such as lactobacilli. We examined effects of secretome-mediated conditioning on THP-1 human monocytes, focusing on the ability of the *Lacticaseibacillus rhamnosus* R0011 secretome (LrS) to drive macrophage differentiation and polarization and prime immune responses to subsequent challenge with lipopolysaccharide (LPS). Genome-wide transcriptional profiling revealed increased M2-associated gene transcription in response to LrS conditioning in THP-1 cells. Cytokine and chemokine profiling confirmed these results, indicating increased M2-associated chemokine and cytokine production (IL-1Ra, IL-10). These cells had increased cell-surface marker expression of CD11b, CD86, and CX_3_CR1, coupled with reduced expression of the M1 macrophage-associated marker CD64. Mitochondrial substrate utilization assays indicated diminished reliance on glycolytic substrates, coupled with increased utilization of citric acid cycle intermediates, characteristics of functional M2 activity. LPS challenge of LrS-conditioned THP-1s revealed heightened responsiveness, indicative of innate immune priming. Resting stage THP-1 macrophages co-conditioned with LrS and retinoic acid also displayed an immunoregulatory phenotype with expression of CD83, CD11c and CD103 and production of regulatory cytokines. Secretome-mediated conditioning of macrophages into an immunoregulatory phenotype is an uncharacterized and potentially important route through which lactic acid bacteria and the gut microbiota may train and shape innate immunity at the gut-mucosal interface.

## Introduction

Antigen-presenting cells (APC), such as macrophages and dendritic cells, participate in antigen processing and cytokine production, facilitating innate and adaptive immune interactions^1^. Typically, macrophage activity varies with phenotype, with macrophages polarized to the M1, or classically activated phenotype, showing pro-inflammatory activities (increased phagocytic capacities and secretion of inflammatory mediators). In contrast, polarized M2 or alternatively activated macrophages are associated with immunoregulatory activity (tissue remodeling and secretion of immunoregulatory mediators), with current models reflecting a range of phenotypes within these categories^2–4^. These polarization states remain fluid and adaptive to macrophage microenvironments and in the small intestine, where the mucin layer covering intestinal epithelial cells (IEC) is porous, the sampling of antigens and contact with microbial components and products by the underlying APC cell populations helps to shape host immune outcomes. Consequences of these host-microbe interactions include certain epigenetic and immunometabolic modifications of APC associated with innate immune memory in the form of innate immune tolerance and trained innate immunity^5–8^. For example, initial contact of myeloid cells with β-glucan, a fungal structural component, induces persistent epigenetic reprogramming, which primes the innate immune system to respond more robustly to subsequent challenge via increased trimethylation of H3K4^9^.

Within gut-associated lymphoid tissues, a range of APC phenotypes act in order to maintain immune homeostasis yet remain responsive to pathogens, reacting to many microbial signals through pattern recognition receptor (PRR) activation. However, since the mucosal surface is covered with a mucin layer that can impede direct contact with gut microbes, secretion of biologically active mediators able to pass through the mucin layer and interact directly with IEC and APC may be an important route through which lactic acid bacteria (LAB), and potentially other gut microbes, influence the immune system at the mucosal interface. While certain LAB can polarize differentiated macrophages^10^, many questions surround the mechanisms involved and the role of LAB and their secreted molecules in the differentiation and subsequent polarization into immunoregulatory APCs through transcriptional and immunometabolic reprogramming.

Mechanistic evidence provides insight into the capacity of certain LAB for immune modulation and their impact on host immune outcomes^11–14^. While the ability of LAB to influence macrophage activity has been reported^15,16^, little is known about the roles of postbiotic secretome components derived from LAB in the transcriptional and functional reprogramming of macrophages, a potentially important route for gut microbes to influence host immune activity. Lactobacilli secretomes are complex, containing a range of bioactive and immunomodulatory molecules, including peptidoglycan components (LTA), peptides, indole derivatives and a range of other metabolites^17,18^. Secretome-mediated immunomodulatory activity of these bacteria is also of current interest in the context of postbiotics, which includes cell free microbial metabolites and components. Our recent transcriptomic analysis revealed context-dependent regulation of tumor necrosis factor α (TNFα) and *Salmonella enterica* subsp. *enterica* serovar Typhimurium secretome-induced pro-inflammatory mediator transcription and production by the *Lacticaseibacillus rhamnosus* R0011 (formerly *Lactobacillus rhamnosus* R0011) secretome (LrS) in human IEC, indicating a potential for postbiotic modulation of pro-inflammatory immune activity with minimal IEC impact in the absence of a pro-inflammatory challenge. Our findings indicate that this modulation is mediated through induction of negative regulators of innate immunity and through changes in global histone acetylation patterns^13^, events important in maintaining immune regulation. We have also found that *L. rhamnosus* R0011 cultured in milk can induce a regulatory phenotype in lipopolysaccharide (LPS)-challenged PMA-differentiated THP-1 macrophages^19^.

In the current study, we aimed to delineate the impacts of LrS on macrophage activity by investigating the temporal transcriptional and functional reprogramming of macrophage phenotype and on responses to LPS challenge, using THP-1 human monocytes. THP-1 monocytes are a well-established model for studying monocyte and macrophage activity in vitro and can readily be differentiated into macrophages with characteristics of M1 or M2 phenotypes^20,21^. LPS challenge of THP-1 monocytes results in a phenotype and transcriptional profile shared with LPS-challenged peripheral blood mononuclear cell-derived macrophages isolated from healthy donors^22,23^, making THP-1s a useful cell model to study the impacts of LPS challenge and LrS conditioning on human monocyte and macrophage activity. THP-1 monocytes can also be differentiated into a resting macrophage phenotype, providing a useful model to examine LrS impacts on macrophages in combination with retinoic acid (RA), a key immunoregulatory mediator in the gut mucosal environment^24^. The aim of the present study was to examine functional and transcriptional reprogramming of macrophage activity by secretome components derived from LAB. Using genome-wide transcriptional profiling, cytokine/chemokine production analysis, cell-surface protein expression and mitochondrial substrate utilization assays, the data presented here provides evidence supporting the potential for gut microbial secretome-mediated functional re-programming of macrophage activity.

## Results

### LrS conditioning induces differential and temporal gene expression profiles in THP-1 human monocytes

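Genes expressed in THP-1 cells were read from 24 two-colour arrays of this experiment. LrS at 24, 48 and 72 h and LA at 24, 48 and 72 h each have 4 arrays, and every array compares treated cells with a control culture of its own time on the same slide. The treated sample carries Cy5 on replicates 1 and 2 and Cy3 on replicates 3 and 4. The labels give the LrS and LA arrays of the same time and number the same control culture. Change is the log2 ratio of treated to control, and a gene rose or fell when it was at least 1.5-fold from control with adjusted p under 0.05. The paper states only n = 4, so the 4 samples of a group may be technical replicates. The p-values rest on 1 spread per gene estimated from all 32 deposited arrays, those with LPS included. They do not measure the spread of the 4 arrays of a group alone. Arrays of 24 and 48 h were read in 1 session and those of 72 h in another.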

Genome-wide transcriptional profiling of THP-1 human monocytes cultured with the LrS or LA matched controls was performed to evaluate global changes in the THP-1 transcriptome in response to LrS conditioning. 

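TNFAIP6, a secreted hyaluronan-binding protein induced by inflammatory signals, was higher under LrS than under LA at each time, by log2 4.16 ± 0.43 at 24 h, 5.86 ± 0.43 at 48 h and 2.54 ± 0.43 at 72 h (standard error, 4 arrays per group). MS4A3, a marker of granulocyte and monocyte progenitors, was lower, at log2 -3.14 ± 0.36 at 24 h and -3.84 ± 0.36 at 48 h. At 48 h of LrS, ANKRD1, a stretch-induced transcriptional cofactor, was higher than at 24 h by log2 4.00 ± 0.31, GPNMB, a lysosomal glycoprotein of macrophages, by 3.21 ± 0.34, DCSTAMP, which drives macrophage fusion, by 3.19 ± 0.44, and ABCG1, a cholesterol exporter, by 2.89 ± 0.32. ALOX5AP, needed for leukotriene synthesis, went the other way, at log2 -2.61 ± 0.28. Between 48 and 72 h the monocyte gene MS4A6A was higher by log2 3.63 ± 0.39 and the chemokine receptor gene CCR2 by 3.37 ± 0.30, while NT5E, the ectonucleotidase CD73, was lower, at log2 -5.02 ± 0.50 and the membrane protein gene EMP1 at -4.82 ± 0.34. In all, 758 genes differed between LrS and LA at 24 h (414 higher and 344 lower under LrS), 3965 at 48 h (1577 and 2388) and 66 at 72 h (61 and 5). Between times of LrS, 1060 genes separated 48 from 24 h (773 higher and 287 lower), and 2792 separated 72 from 48 h (1400 and 1392). Scaling arrays to the same spread stretches the ratios of arrays with a small spread and shrinks those with a large one. The 1.5-fold threshold then applies to the scaled ratios. With arrays scaled to the same spread, 167 genes separated 48 from 24 h, 101 higher and 66 lower, and 566 separated 72 from 48 h (274 higher, 292 lower), while against LA 1269 differed at 24 h (631 higher, 638 lower), 1551 at 48 h (657 higher, 894 lower), and 130 at 72 h (111 higher, 19 lower). With LrS and LA arrays paired by replicate number as a block, the counts against LA were 336 at 24 h and 219 at 72 h, and a block of the same kind gave 89 genes between 48 and 24 h and 891 between 72 and 48 h. With array weights 3745 genes separated 48 from 24 h and 4338 separated 72 from 48 h, and 6154 and 135 differed from LA at 48 and 72 h. The 24 h count against LA was 421 without LrS 24 h replicate 3 and 405 without LrS 24 h replicate 4. The 72 h count was 27 without LrS 72 h replicate 1 and 39 without LrS 72 h replicate 3, and 40, 32 and 33 without LA 72 h replicate 1, LA 72 h replicate 3 and LA 72 h replicate 4. The count between 48 and 24 h was 678 without LrS 24 h replicate 1 and 680 without LrS 24 h replicate 2. The 72 and 48 h arrays come from separate sessions, so time and session cannot be told apart in that comparison.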

Two-dimensional hierarchical heat-map cluster analysis revealed that conditioning THP-1s with the LrS resulted in unique temporal gene expression profiles, distinct from LA matched controls. In fact, LA had limited and unique impacts on THP-1 expression profiles (Fig. 1A,B) indicating that although this bioactive molecule is a key metabolite in the LrS, it is not responsible for the LrS-mediated impact on transcriptional activity. 

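LA for 24 h raised NPTX1, a secreted neuronal pentraxin, by log2 2.47 ± 0.19 and the RNA-binding protein gene MEX3A by 1.43 ± 0.33, and lowered the calsyntenin gene CLSTN2 to log2 -1.59 ± 0.41 (SD, n = 4 arrays each). With only the arrays of LA 24 h in the fit these calls ended and limma gave 0 genes. In the fit to all arrays, 1182 of 17278 genes had an unadjusted p under 0.05, which chance alone gives to a share of about 0.05. At 48 h the metallothionein genes MT1G and MT1M, whose products bind zinc and copper, rose by log2 3.41 ± 0.36 and 3.09 ± 0.78, and the zinc importer gene SLC39A10 fell to log2 -2.25 ± 0.25. At 72 h SYNPO2, which binds actin, fell to log2 -1.24 ± 0.21. LA changed 23 genes at 24 h (10 higher and 13 lower), 2033 at 48 h (1216 and 817) and 14 at 72 h (6 and 8). Of the oxidative stress and metal response genes, 9 of 20 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 3.4e-06) at 48 h. Of 29 gene lists, LA shifted 1 higher at 24 h, 6 higher and 2 lower at 48 h, and 4 higher and 2 lower at 72 h. LrS shifted 17 higher and 3 lower at 24 h, 19 and 3 at 48 h, and 20 and 2 at 72 h. With an estimated correlation between genes, 1, 1 and 1 of these lists passed under LA at 24, 48 and 72 h, and 15, 17 and 17 under LrS. With arrays scaled to the same spread LA changed 588 genes at 24 h (332 higher, 256 lower), 803 at 48 h (584 higher, 219 lower) and 104 at 72 h (51 higher, 53 lower). That scaling stretches the ratios of arrays with a small spread, so these counts do not rest on the deposited fold. With medians centred after the deposited scaling the counts were 18 at 24 h (6 higher, 12 lower) and 11 at 72 h (6 higher, 5 lower). The 24 h count was 10, 5, 9 and 14 without LA 24 h replicate 1, LA 24 h replicate 2, LA 24 h replicate 3 and LA 24 h replicate 4. At 48 h it was 3327 without LA 48 h replicate 2, 803 without LA 48 h replicate 3 and 1052 without LA 48 h replicate 4, and at 72 h 3, 1, 7 and 1 without LA 72 h replicate 1, LA 72 h replicate 2, LA 72 h replicate 3 and LA 72 h replicate 4.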

48 h of LrS conditioning had the largest impact on the THP-1 transcriptome, with a total of 4126 differentially expressed genes (2086 up-regulated and 2040 down-regulated) (*n* = 4, *p* < 0.05). 

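After 48 h of LrS, TNFAIP6 rose by log2 5.99 ± 1.51, IGFBP3, which binds insulin-like growth factors, by 5.45 ± 0.79, the chemokine gene CCL7, whose product draws monocytes, by 5.25 ± 0.71, EMP1 by 4.91 ± 0.19 and NT5E by 4.88 ± 0.67 (SD, n = 4 arrays each). The chemokine receptor gene CCR2, high in classical monocytes, fell to log2 -3.82 ± 0.42, the monocyte gene MS4A6A to -3.77 ± 0.39, HAL, which breaks down histidine, to -3.14 ± 0.75, the antiprotease gene SLPI to -3.00 ± 0.59 and the chemokine gene CCL23 to -2.97 ± 1.18. In total 4087 genes changed, 2008 higher and 2079 lower, by an adjusted p over genes with 1 probe each. With the methods' t-test at unadjusted p 2691 genes changed, 1424 higher and 1267 lower. With arrays scaled to the same spread 1703 genes changed, 988 higher and 715 lower. The mean squared log2 change of all genes beyond error, which needs no threshold, was 0.427 ± 0.0134 at 48 h, 0.172 ± 0.0308 at 24 h and 0.0590 ± 0.0119 at 72 h (SD over 4 values, each the mean product of 1 array with the mean of the other 3). LrS for 24 h changed 1929 genes, 958 higher and 971 lower, and without LrS 24 h replicate 4 775 were higher and 606 lower.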

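At 72 h of LrS, MMP9, a secreted gelatinase, rose by log2 3.45 ± 0.30 and the chemokine genes CCL2 by 3.31 ± 0.43 and CCL3 by 2.43 ± 0.61 (SD, n = 4 arrays each). The calcium-binding alarmin genes S100A9, S100A8 and S100A12 rose by log2 3.18 ± 0.86, 3.03 ± 0.54 and 2.47 ± 1.02, and the interferon-induced gene IFI27 by 2.78 ± 0.94. CLSTN2 fell to log2 -1.94 ± 0.45, SLPI to -1.84 ± 0.44, and the relaxin receptor gene RXFP1 to -1.69 ± 0.18. None of these falls passed against LA at 72 h, where 5 other genes were lower under LrS. LA itself lowered CLSTN2 and RXFP1 at 24 h, to log2 -1.59 and -1.23. In total 515 genes changed, 369 higher and 146 lower, and without LrS 72 h replicate 1 the count was 264. With arrays scaled to the same spread 826 genes changed, 528 higher and 298 lower. The S100 genes belong to a list of neutrophil markers kept as a check for other cell types, of which 3 of 9 rose (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00565). Monocytes also express them.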

Of the three different time points tested, 72 h of conditioning with the LrS had the lowest impact on the THP-1 transcriptome, with only 813 differentially expressed genes (542 up-regulated and 271 down-regulated) (*n* = 4, *p* < 0.05), indicating a distinct temporal effect of LrS conditioning. (Fig. 1B).

**Figure 1:**
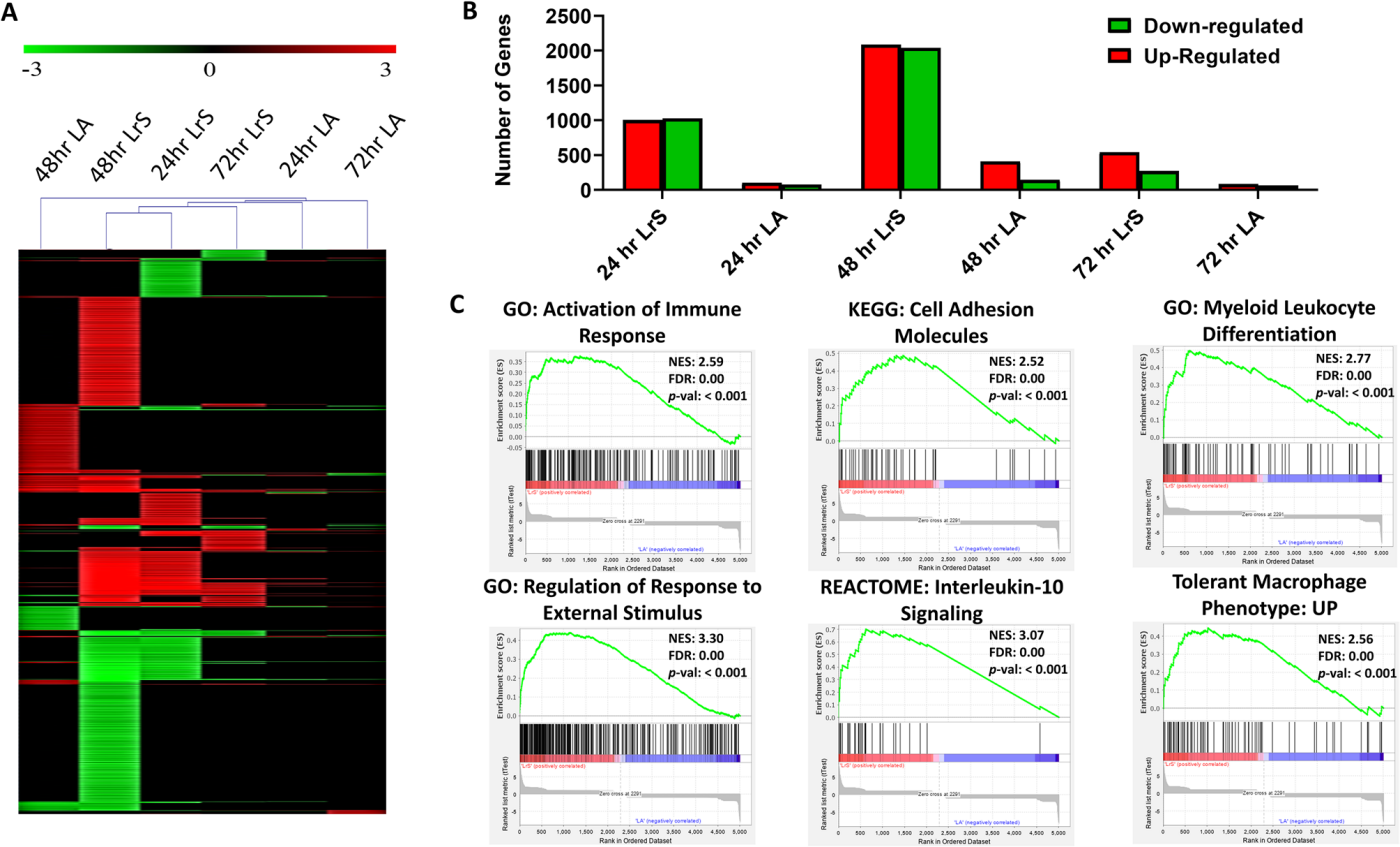
The LrS induces unique temporal transcriptional profiles in THP-1 human monocytes distinct from L-LA controls. (**A**) Two-dimensional hierarchical clustering analysis of global gene expression patterns in THP-1 human monocytes conditioned with the LrS or LA-matched controls for 24 h, 48 h, or 72 h (*n* = 4; *p* < 0.05; fold change different > 1.5 vs. media-control treated cells). (**B**) Total number of up- and down-regulated genes in response to each of the different challenges. (**C**) Gene set enrichment analysis (GSEA) revealed the enrichment of key macrophage signaling pathways activated by conditioning with the LrS (red) when compared to LA-matched controls (blue) as determined by the ranked t-test list metric over all tested time points. The green line represents the enrichment score and the black lines indicate where the genes within the gene set fall within the ranked pathway gene list.

To interrogate the cellular pathways impacted in THP-1 monocytes following LrS conditioning, gene enrichment analysis was performed using GSEA and gProfiler. 

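Over the 3 times together, genes of interleukin-10 signalling were higher under LrS than under LA, among them the heme oxygenase gene HMOX1, induced by interleukin-10, by log2 2.10 ± 0.17 and the scavenger receptor gene CD163 by 1.99 ± 0.19 (standard error, 12 arrays per side). Of the interleukin-10 list 10 of 21 were higher (the same when adjusted over the list alone, camera adjusted p = 5.0e-13). Of macrophage differentiation genes 30 of 50 were higher (32 when adjusted over the list alone, camera adjusted p = 7.1e-21), ADAMDEC1 furthest, and of alternative activation genes 10 of 31 were higher and 2 lower (the same when adjusted over the list alone, camera adjusted p = 3.2e-07). Negative regulators of innate signalling, such as the phosphatase gene DUSP1 at log2 2.68 ± 0.20 and the ubiquitin-editing gene TNFAIP3 at 2.23 ± 0.23, were shifted too: 13 of 28 were higher and 2 lower (the same when adjusted over the list alone, camera adjusted p = 2.2e-07). Among cytokine and chemokine genes CCL20 was higher by log2 3.23 ± 0.26 and CCL2 by 3.05 ± 0.25: 21 of 42 were higher and 1 lower (the same when adjusted over the list alone, camera adjusted p = 4.7e-20). The costimulatory gene CD80, at log2 2.16 ± 0.21, stands out among antigen presentation genes: 9 of 29 were higher and 2 lower (the same when adjusted over the list alone, camera adjusted p = 1.0e-06). Of classical activation genes 14 of 25 were higher (the same when adjusted over the list alone, camera adjusted p = 3.0e-12). Of interferon-stimulated genes 31 of 39 were higher (the same when adjusted over the list alone, camera adjusted p = 5.0e-30), with IFI44L at log2 2.59 ± 0.31. Of Toll-like receptor signalling genes 10 of 34 were higher and 1 lower (the same when adjusted over the list alone, camera adjusted p = 7.9e-05), with LY96, the TLR4 partner, at log2 2.20 ± 0.24. Of NF-kB target genes 25 of 31 were higher (the same when adjusted over the list alone, camera adjusted p = 1.8e-28), with the cytokine subunit gene EBI3 at log2 2.26 ± 0.13. Of actin cytoskeleton and adhesion genes 14 of 55 were higher and 5 lower (14 higher and 6 lower when adjusted over the list alone, camera adjusted p = 8.5e-04, and adjusted p = 0.0952 with an estimated correlation), with the integrin gene ITGAV at log2 1.49 ± 0.22. In all, 18 of 29 lists shifted higher and 3 lower, 15 of them with an estimated correlation between genes.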

GSEA analysis revealed that the LrS induced differential expression of genes involved in key macrophage signaling pathways such as the activation of the immune response (Normalized Enrichment Score (NES) = 2.59, *p* < 0.001), cellular responses to external stimulus (NES = 3.30, *p* < 0.001), cell adhesion molecule expression (NES = 2.52, *p* < 0.001), and the up-regulation of genes associated with interleukin-10 signaling, myeloid leukocyte differentiation, and a tolerant macrophage phenotype (NES = 2.56, *p* < 0.001) when compared to cells treated with LA controls (Fig. 1C).

### The LrS polarizes THP-1 monocytes into immunoregulatory M2 macrophages

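HMOX1, which breaks down heme, rose under LrS by log2 2.11 ± 0.25 at 24 h, 2.43 ± 0.31 at 48 h and 1.89 ± 0.29 at 72 h (SD, n = 4 arrays each). The progenitor gene MS4A3 fell to log2 -2.96 ± 0.67 at 24 h, -3.60 ± 0.59 at 48 h and -1.83 ± 0.65 at 72 h, and the cannabinoid receptor gene CNR1 to log2 -3.08 ± 0.58 at 24 h, -2.39 ± 0.46 at 48 h and -1.18 ± 0.52 at 72 h. In total 219 genes rose and 92 fell at all 3 times, of 4553 that changed at any time. The 24 and 48 h responses shared 1558 genes with the same direction, 80.8% of those at 24 h, where 228 would meet if the changes were independent. The 48 and 72 h responses shared 382 (60.7 if independent), 74.2% of those at 72 h, and the 24 and 72 h responses 333 (28.8 if independent). Genes with opposite directions numbered 9 between 24 and 48 h and 10 between 48 and 72 h.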

Although there were unique differential gene expression profiles induced by the LrS over the different time points (Fig. 2A), gProfiler analysis identified a high degree of functional similarity of differential gene expression profiles and pathway activation between the different LrS conditioning time points, with most of the differential pathway activation occurring following 48h of conditioning (Fig. 2B). 

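Cell cycle genes fell under LrS at 24 and 48 h. The cyclin gene CCNE2 fell at 24 h to log2 -1.59 ± 1.10, and at 48 h TOP2A, which untangles replicated DNA, fell to log2 -1.96 ± 0.11 and FOXM1, the activator of mitotic genes, to -1.84 ± 0.56 (SD, n = 4 arrays each). Of the cell cycle list 37 of 54 fell (38 when adjusted over the list alone, camera adjusted p = 6.5e-25) at 24 h and 48 of 53 fell (the same when adjusted over the list alone, camera adjusted p = 1.8e-21) at 48 h. Relative to the controls of each time, they were higher at 72 than at 48 h, MKI67, a proliferation marker, by log2 1.94 ± 0.33 (standard error): 44 of 53 were higher (47 when adjusted over the list alone, camera adjusted p = 6.3e-27). The 48 and 72 h arrays have different control cultures and sessions, so a return in the treated cells cannot be told apart from these. At 24 h, genes that respond to bacterial molecules rose: of NF-kB targets 25 of 31 rose (26 when adjusted over the list alone, camera adjusted p = 2.8e-30), with IL7R, the interleukin-7 receptor, at log2 3.53 ± 0.12, and of cytokine and chemokine genes 24 of 42 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 3.5e-21). At 48 h, of NF-kB targets 28 of 31 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 3.4e-23) and of cytokine and chemokine genes 28 of 43 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 4.4e-15), with CCL20 at log2 5.53 (standard error 0.35, n = 3). At 24 h, of amino acid and unfolded protein stress genes 5 of 30 rose and 3 fell (6 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0103, and adjusted p = 0.407 with an estimated correlation) and of hypoxia response genes 6 of 21 rose (8 when adjusted over the list alone, camera adjusted p = 2.4e-04, and adjusted p = 0.112 with an estimated correlation), with VEGFA, a vascular growth factor, at log2 1.81 ± 0.27.

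**Figure D1:**
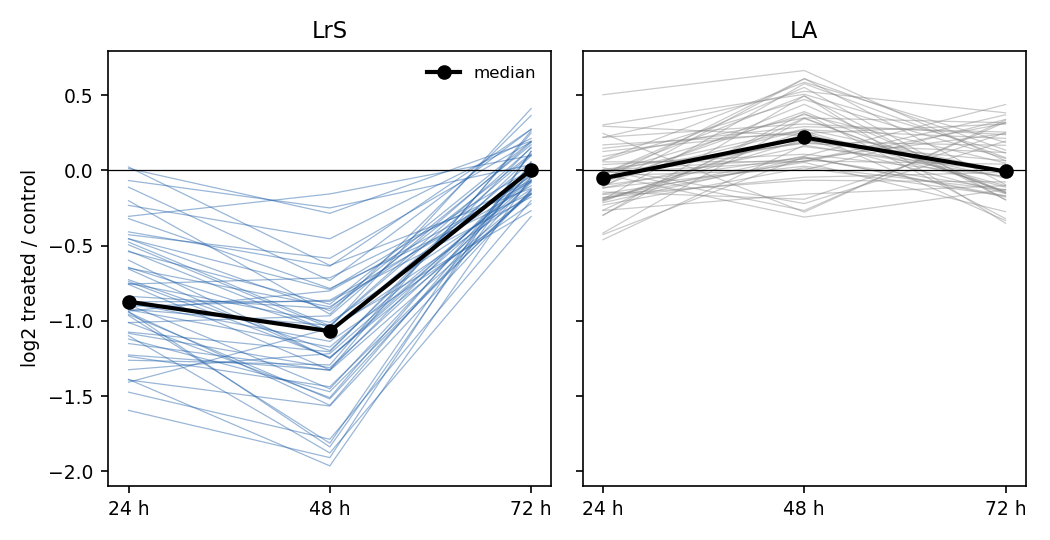
Log2 change of each cell cycle gene against its control under LrS and LA at 3 times, with the median of the list.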

EnrichmentMap visualization of activated functionally related pathways identified by gProfiler revealed overlap between the different LrS conditioning time-points with many of the activated cellular pathways belonging to cell cycle, transcription, metabolism, and the cellular response to molecules of bacterial origin (Fig. 2C), confirming the results obtained by the GSEA analysis. Moreover, genes belonging to functional groups relating to cytoskeletal reorganization and metabolic and biosynthetic processes were largely influenced by 48h of LrS conditioning, indicating a significant impact on key macrophage cellular pathways (Fig. 2C). 

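Cytoskeleton genes raised by 48 h of LrS include the unconventional myosin gene MYO1E, by log2 2.92 ± 0.18, and ANXA1, an annexin that binds membrane phospholipid, by log2 2.61 ± 0.66 (SD, n = 4 arrays each). Of the actin cytoskeleton and adhesion genes 20 of 56 rose and 9 fell (the same when adjusted over the list alone, camera adjusted p = 1.0e-04). Set against 24 h, 13 of 56 were higher and 4 lower (16 higher and 4 lower when adjusted over the list alone, camera adjusted p = 7.0e-04, and adjusted p = 0.111 with an estimated correlation). Cholesterol synthesis genes went down at 48 h: DHCR7, which makes cholesterol in its last step, fell to log2 -1.40 ± 0.75, IDI1, an isoprenoid enzyme, to -1.42 ± 0.27 and TM7SF2, a sterol reductase, to -1.46 ± 0.39. Of that list 1 of 20 rose and 15 fell (the same when adjusted over the list alone, camera adjusted p = 2.7e-06), and against 24 h 12 of 20 were lower (13 when adjusted over the list alone, camera adjusted p = 6.8e-16). LXR targets moved the other way, the cholesterol exporter gene ABCG1 by log2 3.38 ± 0.41: 7 of 14 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 3.7e-04). On the tricarboxylic acid cycle list IDH1, a cytosolic enzyme that makes NADPH outside the mitochondrial cycle, fell to log2 -1.24 ± 0.39: 2 of 27 rose and 3 fell (the same when adjusted over the list alone, camera adjusted p = 0.467). Of genes of oxidative stress and metal response 17 of 21 rose (the same when adjusted over the list alone, camera adjusted p = 5.4e-14), with the cystine importer gene SLC7A11 at log2 4.57 ± 0.95.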

Levels of global H3 and H4 acetylation confirmed these findings, with the LrS significantly increasing histone acetylation percentages (%H3 and %H4) compared to untreated controls following 48h of conditioning (*n* = 3; *p* < 0.05) (Fig. 2D). However, the LrS did not have an impact on levels of methylated DNA relative to controls or between the three different time points (*n* = 3; *p* > 0.05) (Fig. 2D), suggesting unique transcriptional regulation induced by conditioning with the LrS.

**Figure 2:**
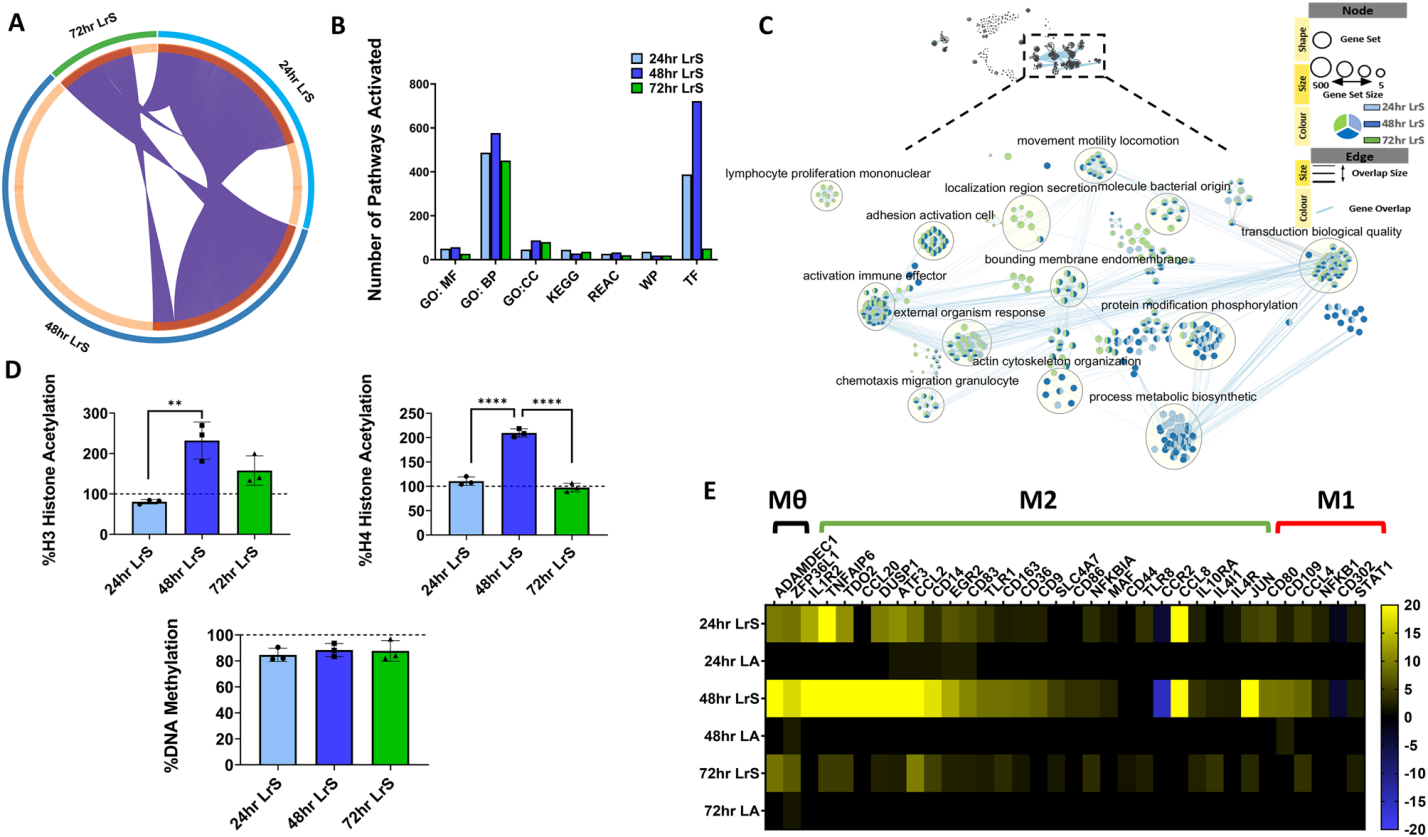
(**A**) Circos Plot analysis identified unique temporal gene signatures in THP-1 monocytes conditioned with the LrS. (**B**) gProfiler gene enrichment analysis revealed the activation of many key signaling pathways by the LrS in THP-1 monocytes (*MF* molecular function; *BP* biological process; *REAC* Reactome pathways; *WP* wikiPathways; *TF* transcription factors). (**C**) Visualization of the differential activation of key cellular pathways identified by gProfiler by EnrichmentMap. (**D**) Changes in global histone H3 or H4 acetylation patterns and DNA methylation in THP-1 human monocytes conditioned with the LrS. Data shown are the mean change in percentage of acetylation or DNA methylation compared with untreated controls ± SEM (n = 3). Significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001 as determined by one-way ANOVA and Tukey’s post-hoc test. (**E**) THP-1 human monocytes conditioned with the LrS show similar transcription profiles to those seen in immunoregulatory macrophage activation (*n* = 4; *p* < 0.05; fold change different > 1.5 vs. untreated cells).

Since GSEA analysis indicated that THP-1 monocytes conditioned with the LrS share gene expression signatures consistent with a tolerant macrophage phenotype and gProfiler analysis identified activated cellular pathways belonging to cell differentiation and metabolism (Fig. 1C), gene expression profiles were probed for increased transcription of genes associated with immunoregulatory macrophage activity. The LrS induced increased transcription of *ADAMDEC1*, *ZFP36L1*, and *RND3*, genes and transcription factors involved in differentiation of monocytes into mature macrophages (*n* = 4; *p* < 0.05). 

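ADAMDEC1, a metalloprotease of maturing macrophages, rose under LrS by log2 3.25 ± 0.25 at 24 h, 5.16 ± 0.48 at 48 h and 3.16 ± 0.44 at 72 h (SD, n = 4 arrays each). ZFP36L1, which destabilizes mRNA during differentiation, rose by log2 1.67 ± 1.30 at 24 h, 2.04 ± 0.97 at 48 h and 2.97 ± 0.48 at 72 h, and a further probe of it gave 3.17, 4.08 and 2.79. RND3, a protein that loosens actin fibres, rose by log2 3.95 ± 0.55 at 24 h, 5.27 ± 0.12 at 48 h and 1.92 ± 0.34 at 72 h. LA also raised ZFP36L1 and RND3 at 48 h, by log2 1.40 ± 0.96 and 1.29 ± 1.41, calls that ended without LA 48 h replicate 3 (0.98 and 0.93) and without LA 48 h replicate 4 (1.18 and 0.90). Against LA at 48 h, ADAMDEC1 was higher by log2 5.31 ± 0.34 and RND3 by 3.98 ± 0.43 (standard error). Among macrophage differentiation and lysosome genes, 18 of 50 rose (19 when adjusted over the list alone, camera adjusted p = 2.2e-12) at 24 h, 34 of 50 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 1.6e-19) at 48 h and 15 of 50 rose (17 when adjusted over the list alone, camera adjusted p = 1.3e-19) at 72 h.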

Temporal changes in gene expression of a wide range of genes associated with an immunoregulatory macrophage transcriptional signature (*IL-10R*, *TDO2, CD36, CD163, TLR1, TLR8, DUSP1,* and *ATF3*) was also observed following LrS conditioning, suggesting that the LrS polarizes THP-1 monocytes into an immunoregulatory phenotype, an effect independent of lactic acid (*n* = 4; *p* < 0.05). 

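TDO2, the enzyme that opens the tryptophan ring, rose under LrS by log2 3.49 ± 1.75 at 24 h, 5.57 ± 0.44 at 48 h and 2.20 ± 0.74 at 72 h (SD, n = 4 arrays each unless given). The hemoglobin scavenger receptor gene CD163 rose by log2 1.14 ± 0.61 at 24 h, 3.13 ± 0.37 at 48 h and 1.77 ± 0.41 at 72 h, and DUSP1, a phosphatase that shuts off stress kinases, by log2 3.21 ± 1.00 at 24 h, 4.69 ± 0.55 at 48 h and 1.33 ± 0.25 at 72 h. The lipopeptide receptor gene TLR1 rose by log2 1.97 ± 0.92 at 24 h, 3.15 ± 0.57 at 48 h and 1.03 ± 0.25 at 72 h, where it no longer passed without LrS 72 h replicate 1 (0.87). IL10RA, the ligand-binding chain of the interleukin-10 receptor, rose by log2 1.36 ± 0.23 at 24 h, 2.01 (standard error 0.23, n = 3) at 48 h and 1.39 ± 0.49 at 72 h, while its partner IL10RB did not pass (log2 0.34 ± 0.39 at 48 h, adjusted p = 0.126). CD36, a fatty acid and lipoprotein receptor, rose at 24 and 48 h, by log2 1.31 ± 0.37 and 3.06 ± 0.11, and did not pass at 72 h (0.78 ± 0.50, adjusted p = 0.130). TLR8, a sensor of single-stranded RNA, rose by log2 1.87 ± 0.74 and 2.00 ± 1.28 and did not pass at 72 h (adjusted p = 0.0735). The stress-induced repressor gene ATF3 rose at 48 h by log2 0.86 ± 0.62 and did not pass at 24 and 72 h (adjusted p = 0.181 and 0.912), while 2 of its 3 further probes gave log2 3.48 and 2.85 at 24 h and 4.65 and 4.64 at 48 h. Under LA none of these 9 genes passed at any time. Set directly against LA at 48 h, TDO2 was higher by log2 5.55 ± 0.52, CD163 by 3.10 ± 0.33, CD36 by 3.13 ± 0.39, DUSP1 by 4.19 ± 0.35 and TLR1 by 2.93 ± 0.32 (standard error). Of the alternative activation list 10 of 31 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 2.6e-04) at 24 h, 16 of 31 rose and 3 fell (17 higher and 3 lower when adjusted over the list alone, camera adjusted p = 3.4e-06) at 48 h and 3 of 31 rose and 1 fell (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0235, and adjusted p = 0.0598 with an estimated correlation) at 72 h. The paper proposes that LrS turns THP-1 monocytes toward an immunoregulatory state without need of lactic acid.

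**Figure D2:**
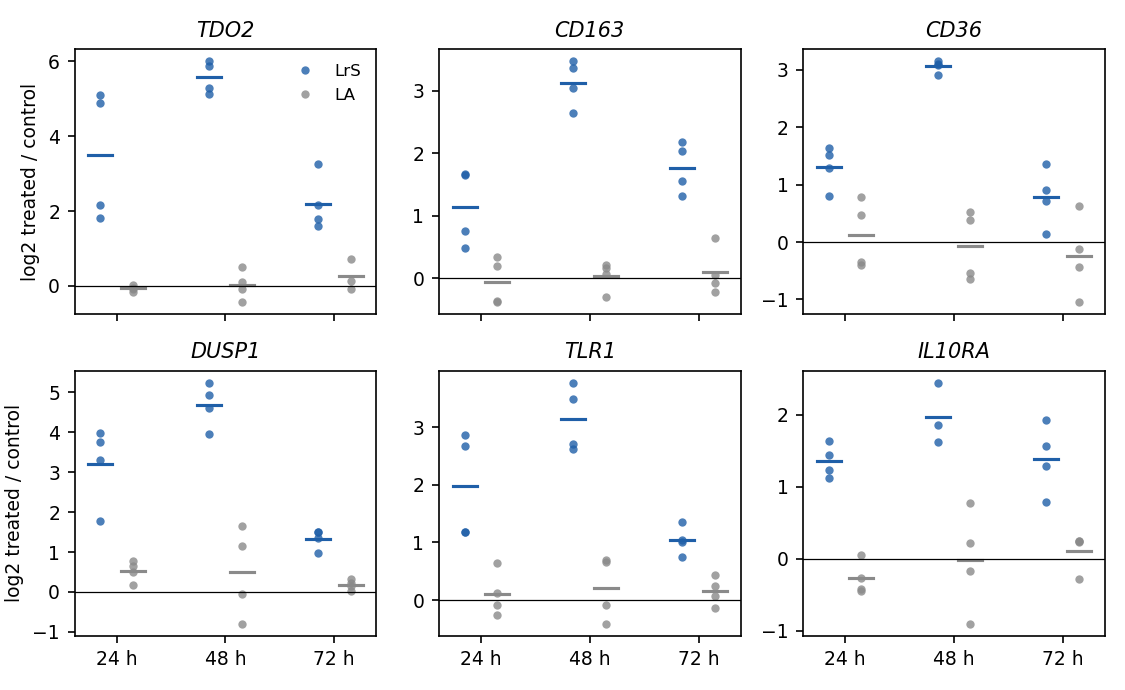
Log2 change of 6 genes on each array under LrS and LA at 3 times, with group means.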

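IL1R2, the decoy receptor that takes up interleukin-1 without signalling, rose under LrS at 24 h by at least 7.37-fold and at 48 h by log2 6.29 ± 1.32, 78.5-fold (SD, n = 4 arrays). The 24 h value is a bound because the gene was not above background in the control channel. At 72 h IL1R2 did not pass (adjusted p = 0.0510, at least 1.26-fold higher).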

*IL1R2* (Interleukin 1 Receptor Type 2) was also highly up-regulated in THP-1s following 24- and 48 h of LrS conditioning (13.18 and 78.47 fold change respectively) (*n* = 4; *p* < 0.05) (Fig. 2E).

Cytokine and chemokine profiling confirmed these findings, with increased temporal production of immunoregulatory macrophage-associated mediators IL-1Ra, IL-10, CCL1, CCL17, CCL20, CXCL1 and CXCL2, IL-6, IL-4 and MMP-2 following conditioning with the LrS, an effect independent of LA (Fig. 3; Figs. S1 and S2). There was also an increase in the production of some classical pro-inflammatory cytokines and chemokines following 48 h of LrS conditioning, but not after 72 h (Fig. 3; Figs. S1 and S2). This is similar to the results seen with transcriptional profiling and suggests that prolonged exposure to the LrS induces a tolerant immunoregulatory phenotype in THP-1 human monocytes.

**Figure 3:**
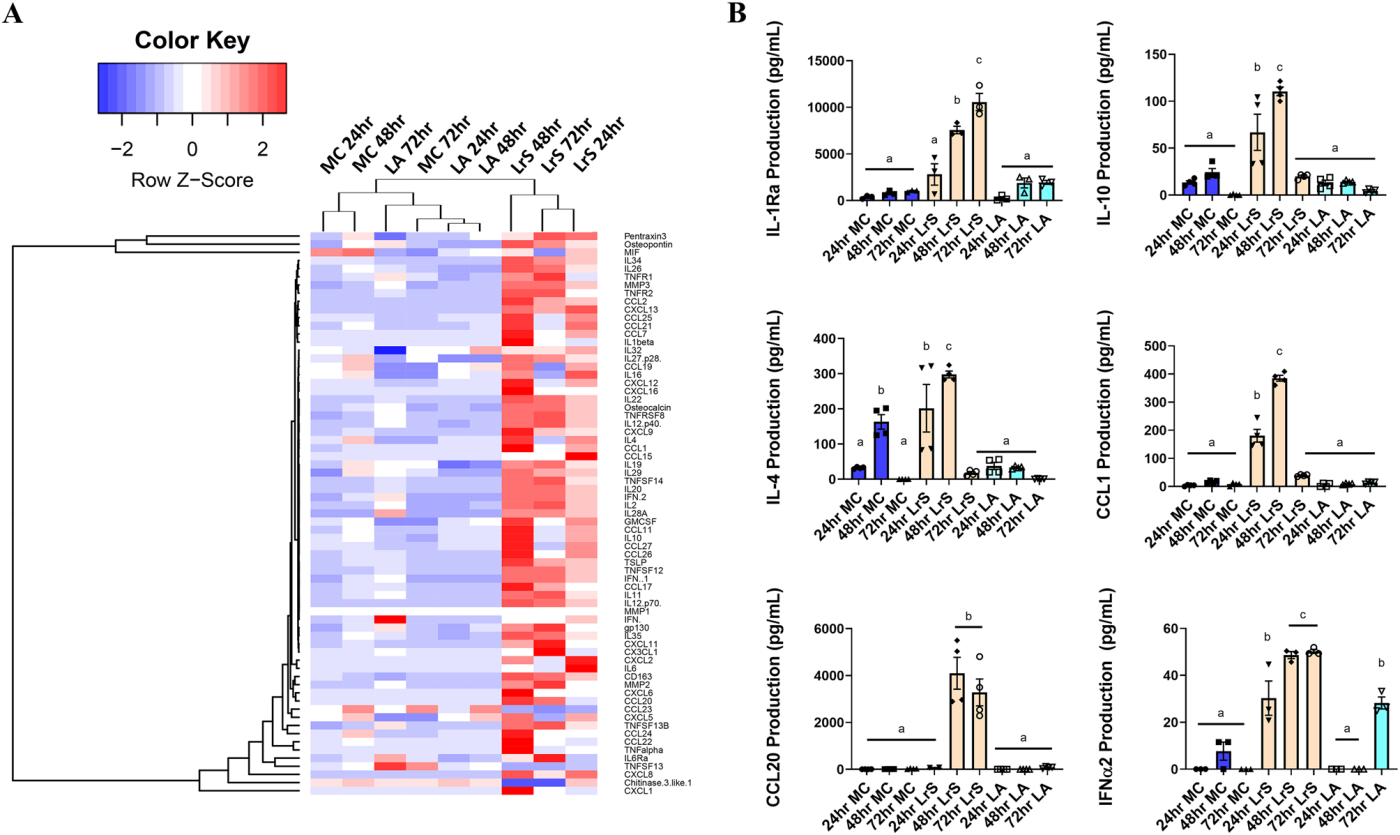
LrS conditioning of THP-1 human monocytes results in unique temporal cytokine and chemokine production profiles. (**A**) Two-dimensional hierarchical clustering analysis of cytokine and chemokine production profiles from THP-1 human monocytes following conditioning with the LrS or LA-matched controls for 24 h, 48 h, or 72 h. Data shown is the Z-score statistic for each cytokine and chemokine measured (*n* = 4). (**B**) The LrS induces the production of key cytokines and chemokines from THP-1 human monocytes (IL-1Ra, IL-10, IL-4, CCL1, CCL20, IFNα2). Data shown is the mean cytokine or chemokine production (pg/mL) ± SEM (n = 4). Statistical significance is indicated as ***p < 0.001 or ****p < 0.0001 as determined by Tukey’s one-way ANOVA.

### Phenotypic characterization of LrS conditioned M2 macrophages

Phenotypic and morphological characterization of THP-1 human monocytes conditioned with the LrS was done to confirm the insights gained from the transcriptional and cytokine and chemokine profiling. Indeed, the LrS induced morphological changes in THP-1s over the three different time points examined, with the majority of cells appearing as differentiated macrophages following 72 h of conditioning (Fig. 4A). These morphological changes were in keeping with the transcriptional profiling, which indicated increased transcription of genes involved in myeloid leukocyte differentiation, cytoskeletal organization and adhesion (Figs. 1C, 2C). 

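Genes of myeloid progenitors fell as those of macrophages rose. MYB, a transcription factor of dividing progenitors, fell to log2 -1.50 ± 1.61 at 24 h and -2.81 ± 0.23 at 48 h, and GFI1, which guides the granulocyte line, fell at 24 h to -1.91 ± 0.64 (SD, n = 4 arrays each). At 24 h MYB stood at log2 -0.91 without LrS 24 h replicate 4, and with Cy5 arrays alone it did not pass (-0.14). Of the progenitor list 7 of 20 fell (the same when adjusted over the list alone, camera adjusted p = 4.6e-06) at 24 h, 10 of 20 fell (the same when adjusted over the list alone, camera adjusted p = 6.8e-05) at 48 h and 5 of 20 fell (10 when adjusted over the list alone, camera adjusted p = 1.7e-10) at 72 h. GPNMB rose at 48 h by log2 4.09 ± 0.60. Among cytoskeleton and adhesion genes MARCKS, which tethers actin to the membrane, rose by log2 2.26 ± 0.59 at 24 h and 1.48 ± 0.31 at 72 h. Of that list 12 of 56 rose and 3 fell (the same when adjusted over the list alone, camera adjusted p = 0.00271, and adjusted p = 0.122 with an estimated correlation) at 24 h and 8 of 55 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 5.7e-05) at 72 h. Among antigen presentation genes 13 of 29 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 2.8e-07) at 48 h, with HLA-DQA1 at log2 3.62 ± 0.16.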

Flow cytometric analysis indicated a substantial shift in the number of cells expressing CD11b and CD11c, also indicative of monocyte differentiation into an antigen presenting cell (APC) phenotype (Fig. 4B). Probing these patterns further, histogram analysis revealed a 72% and 73% increase in the number of cells expressing CD11b following 48- and 72 h of LrS-conditioning (Fig. 4B). This correlated to a significant increase in CD11b median fluorescence intensity (MFI) when cells were conditioned with the LrS for 48- or 72 h, compared to medium controls (Fig. 4C). Numbers of CD11c^+^ cells were much lower than CD11b^+^ cells, even after 72 h of LrS conditioning (Fig. 4B). Cell surface expression of CD86, a co-stimulatory cell-surface molecule involved in T cell activation and survival, and of the fractalkine receptor CX_3_CR1 was also increased in cells conditioned with the LrS in a time-dependent fashion (Fig. 4B,C). Conversely, CD64 expression was significantly reduced in cells conditioned with the LrS following 72 h of conditioning (Fig. 4B,C).

**Figure 4:**
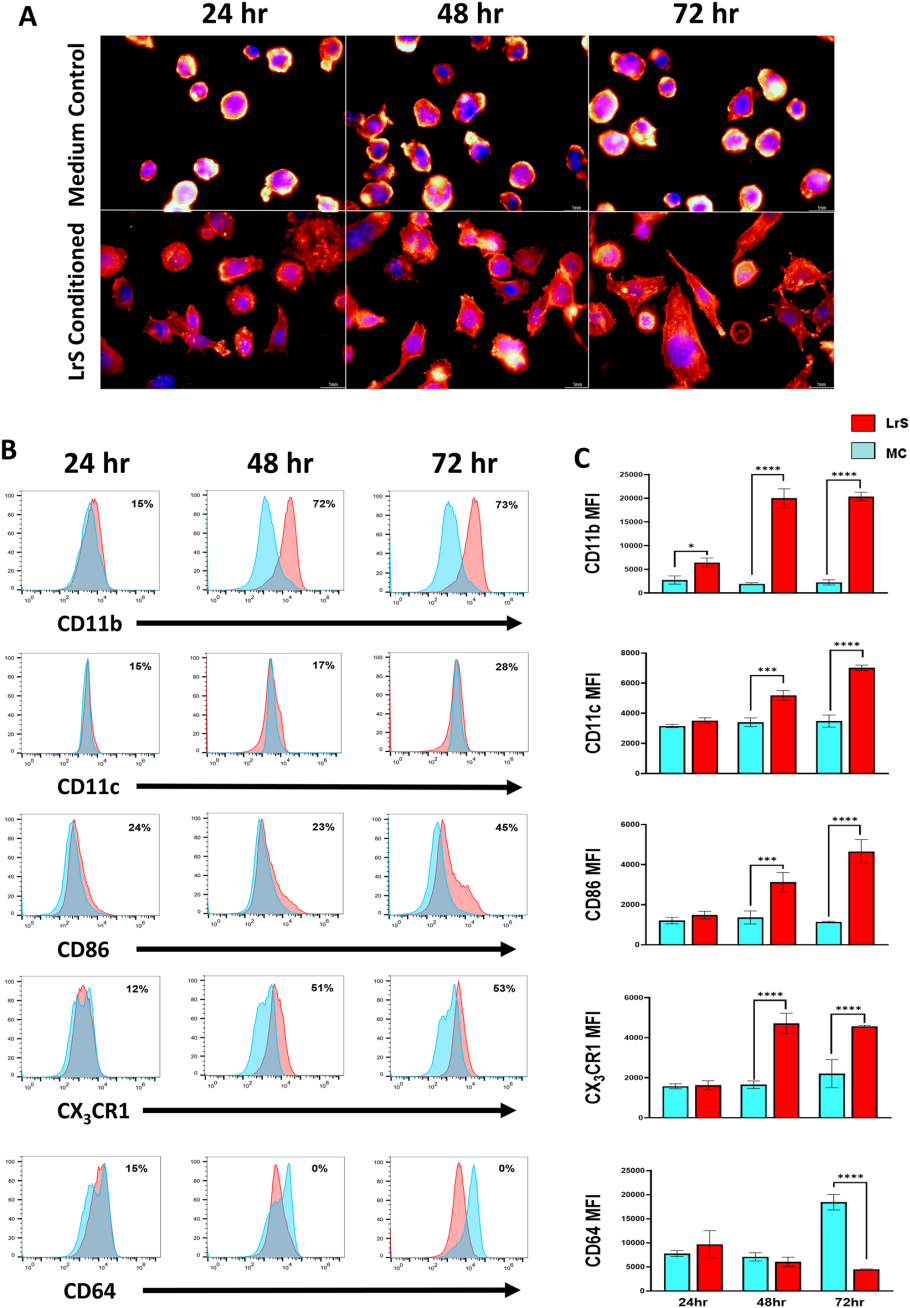
Conditioning with the LrS induces distinct morphological changes and increases the cell-surface expression of CD11b, CD11c, CX3CR1 and CD86 in THP-1 human monocytes. (**A**) Morphological confirmation of THP-1 monocyte differentiation into M2 macrophages following 72 h of conditioning with the LrS. Cells were stained with phalloidin-CF568 (red) and counterstained with DAPI (blue) (**B**) Histogram Overton subtraction was used to determine the relative number of cells expressing CD11b, CD11c, CD86, CX3CR1, or CD64 following conditioning with the LrS (red) over untreated (blue) controls. (**C**) Median fluorescence intensity (MFI) of THP-1 cells expressing CD11b, CD11c, CD86, CX3CR1, or CD64 was used to confirm the results of the histogram Overton subtraction. Data shown is the mean of the MFI ± SEM (n = 3). Significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001 as determined by one-way ANOVA and Tukey’s post-hoc test.

gProfiling analysis identified multiple different metabolic pathways influenced by LrS conditioning, and increased transcription of genes associated with immunoregulatory macrophage fatty acid and tryptophan metabolism was observed (Figs. 1, 2). 

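ACSL1, which activates fatty acids, rose by log2 2.01 ± 0.15 at 24 h, 1.76 ± 0.30 at 48 h and 0.92 ± 0.23 at 72 h, while CPT1A, which carries them into mitochondria, fell to log2 -1.38 ± 0.79 at 24 h and -1.58 ± 0.75 at 48 h (SD, n = 4 arrays each). The tryptophan genes KYNU, a kynureninase, and CYP1B1, a target of the kynurenine sensor AHR, rose at 48 h by log2 2.41 ± 0.48 and 3.85 ± 1.25. Of the fatty acid oxidation and uptake genes 9 of 40 rose and 5 fell (the same when adjusted over the list alone, camera adjusted p = 0.262) at 24 h, 15 of 40 rose and 6 fell (the same when adjusted over the list alone, camera adjusted p = 0.00260, and adjusted p = 0.136 with an estimated correlation) at 48 h and 2 of 40 rose and 1 fell (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.181) at 72 h. Of the tryptophan and kynurenine genes 5 of 13 rose (6 when adjusted over the list alone, camera adjusted p = 6.6e-05), 5 of 13 rose (the same when adjusted over the list alone, camera adjusted p = 8.5e-04) and 4 of 13 rose (the same when adjusted over the list alone, camera adjusted p = 0.00464), in the same order of times. Among oxidative phosphorylation genes 1 of 67 rose (the same when adjusted over the list alone, camera adjusted p = 0.286) at 48 h.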

As such, the impacts of the LrS on THP-1 metabolic signatures was investigated to ascertain whether the changes at the transcriptional, protein, and cell-surface molecule expression level also correlated to a metabolic signature consistent with immunoregulatory macrophage activity. Indeed, the LrS increased the transcription of many genes involved in fatty acid oxidation such as *ABCD1* (2.1 fold-change), *ABCD4* (2.5 fold-change), *TWIST1* (3.7 fold-change), *CD36* (8.34 fold-change), and *FABP4* (35 fold-change), and tryptophan metabolism such as *KMO* (11.9 fold-change) and *TDO2* (47.6 fold-change), with no changes in the transcription of genes involved in glycolysis following 48 h of conditioning (*n* = 4, *p* < 0.05) (Fig. 5A). 

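FABP4, a fatty acid carrier of macrophages, rose at 48 h by log2 5.24 (standard error 0.60, n = 3), 37.7-fold, and CD36 by 8.34-fold. ABCD4, a transporter of the peroxisomal family, rose by log2 1.33 ± 0.63, 2.51-fold, and the transcription factor gene TWIST1 by log2 1.04 ± 0.25, 2.05-fold (SD, n = 4 arrays each). TDO2 rose 47.6-fold, and KMO, which hydroxylates kynurenine, did not pass (log2 0.36 ± 0.91, 1.29-fold, adjusted p = 0.192). A further probe of TWIST1 and of KMO gave a larger change, 3.71-fold and 12.0-fold, a look made after the values were seen. In glycolysis HK2, a hexokinase that starts the pathway, rose by log2 3.32 ± 0.54, the enolase gene ENO2 by 2.97 ± 0.71, the phosphofructokinase gene PFKM by 1.79 ± 0.56 and HK1 by 1.52 ± 0.71. Of that list 7 of 24 rose (the same when adjusted over the list alone, camera adjusted p = 3.9e-04, and adjusted p = 0.0863 with an estimated correlation).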

Consistent with these results, metabolic utilization assays indicated that LrS conditioning did not increase the utilization rate of glycolytic intermediaries, suggesting that the levels of glycolytic flux were not impacted (Fig. 5B). However, LrS-conditioned macrophages had increased utilization of metabolites involved in the citric acid cycle, indicating an intact citric acid cycle (Fig. 5B).

**Figure 5:**
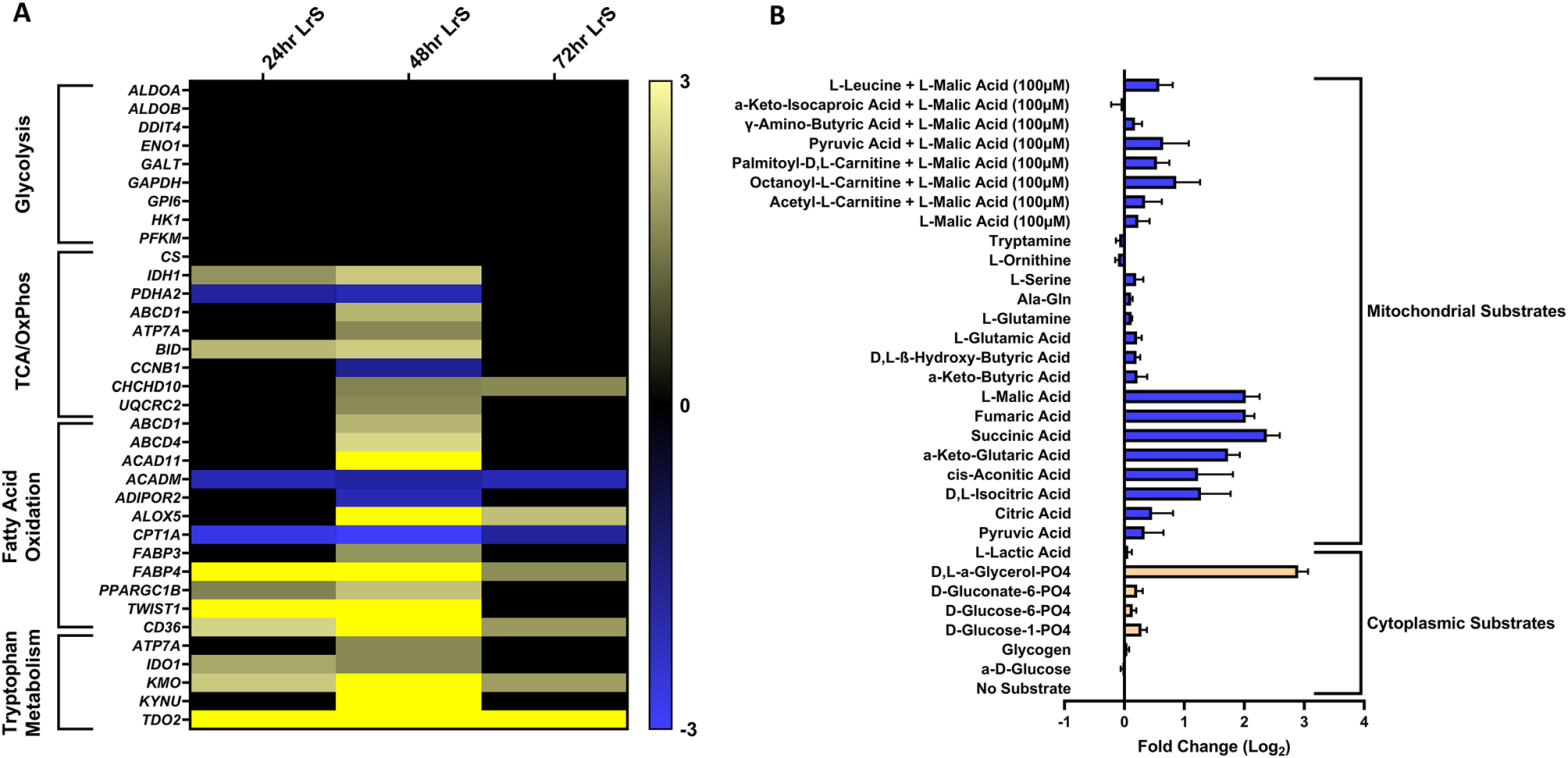
The LrS induces metabolic functional changes in THP-1 human monocytes. (**A**) Temporal changes in the transcription of genes involved in glycolysis, fatty acid oxidation, oxidative phosphorylation, and tryptophan metabolism. (**B**) Conditioning with the LrS results in different metabolic utilization signatures in THP-1 human monocytes. Data shown is the mean of the fold change (log2) ± SEM of substrate utilization when compared to an untreated control over 24 h (*n* = 3).

### The LrS influences protein lysine acetylation patterns in THP-1 monocytes

To further interrogate the mechanism(s) of action behind the observed phenotypic changes induced by conditioning with the LrS, post-translational changes via acetylation of protein lysine residues were examined. Two-dimensional western blot analysis determined that conditioning with the LrS resulted in post-translational modifications in 69 different proteins over the three different time points examined when compared to controls (Table 1; Fig. 6). Subsequent peptide mass fingerprinting revealed that conditioning with the LrS increased the acetylation of histones H3 and H4, confirming previously obtained results (Table 2-II). Moreover, the acetylation state of several proteins involved in macrophage mitochondrial and metabolic function were influenced by conditioning with the LrS. These included phosphoglycerate mutase 1, ATP synthase subunit O, mitochondrial superoxide dismutase, isocitrate dehydrogenase (NADP), and glyceraldehyde-3-phosphate dehydrogenase (Table 2).

**Table 1:** Fold change differences in the amount of acetylation of proteins detected in THP-1 human monocytes conditioned with the LrS versus medium controls for 24-, 48-, and 72-h.

Spot ID	24 h acetyl ratio (secretome/control)	48 h acetyl ratio (secretome/control)	72 h acetyl ratio (secretome/control)
1	1.3	− 1.3	0.0
2	− 4.3	2.5	0.0
3	1.0	− 1.2	1.6
4	− 1.3	− 1.6	0.0
5	− 1.5	− 1.9	− 2.0
6	− 3.6	− 2.9	− 4.5
7	− 2.9	1.2	− 2.0
8	− 1.2	− 1.7	1.3
9	− 1.5	1.0	1.1
10	− 1.6	− 2.2	0.0
11	− 8.3	− 7.9	− 1.8
12	− 1.6	− 3.3	− 3.0
13	− 10.4	0.0	0.0
14	− 1.5	− 2.0	− 3.3
15	1.0	− 2.2	0.0
16	− 3.6	− 1.6	− 2.2
17	− 1.5	− 3.4	− 3.0
18	1.4	1.4	0.0
19	1.6	− 2.3	− 3.8
20	1.5	− 2.5	− 1.8
21	− 2.8	− 4.2	1.5
22	− 3.7	− 1.0	0.0
23	2.4	− 2.1	0.0
24	1.5	− 2.0	− 5.8
25	− 1.3	− 1.4	− 3.1
26	− 1.7	− 1.2	− 1.9
27	2.2	− 1.8	− 3.8
28	2.2	− 1.6	− 2.5
29	− 3.4	1.4	− 4.2
30	2.4	1.6	− 1.2
41	3.0	− 1.1	− 1.0
42	3.7	17.8	0.0
43	2.2	1.7	1.3
44	4.7	2.3	4.5
45	5.5	0.0	4.0
46	2.7	0.0	0.0
47	1.6	0.0	1.2
48	6.3	1.8	1.1
49	2.4	2.3	1.0
50	2.6	3.5	1.3
51	19.8	4.5	5.3
52	1.3	2.6	2.9
54	2.8	3.2	1.2
55	15.2	1.5	6.1
56	26.2	2.1	10.0
57	2.0	4.9	6.7
58	7.2	0.0	0.0
59	2.2	0.0	3.6
60	2.9	1.5	1.3
61	2.0	0.0	1.7
62	3.1	1.5	4.6
63	2.6	3.2	− 1.1
64	30.7	5.2	19.5
65	37.0	308.5	113.3
66	53.4	39.1	50.1
67	37.1	20.0	3.3
68	7.0	1.7	3.7
69	3.5	1.1	3.1
70	11.0	6.0	4.0
71	5.6	35.1	43.4
72	10.6	12.3	7.2
73	2.0	2.4	3.1
74	0.0	3.0	0.0
75	0.0	0.0	7.2
76	0.0	0.0	1.6
77	0.0	0.0	3.8
78	0.0	0.0	1.6
79	0.0	0.0	2.7

**Figure 6:**
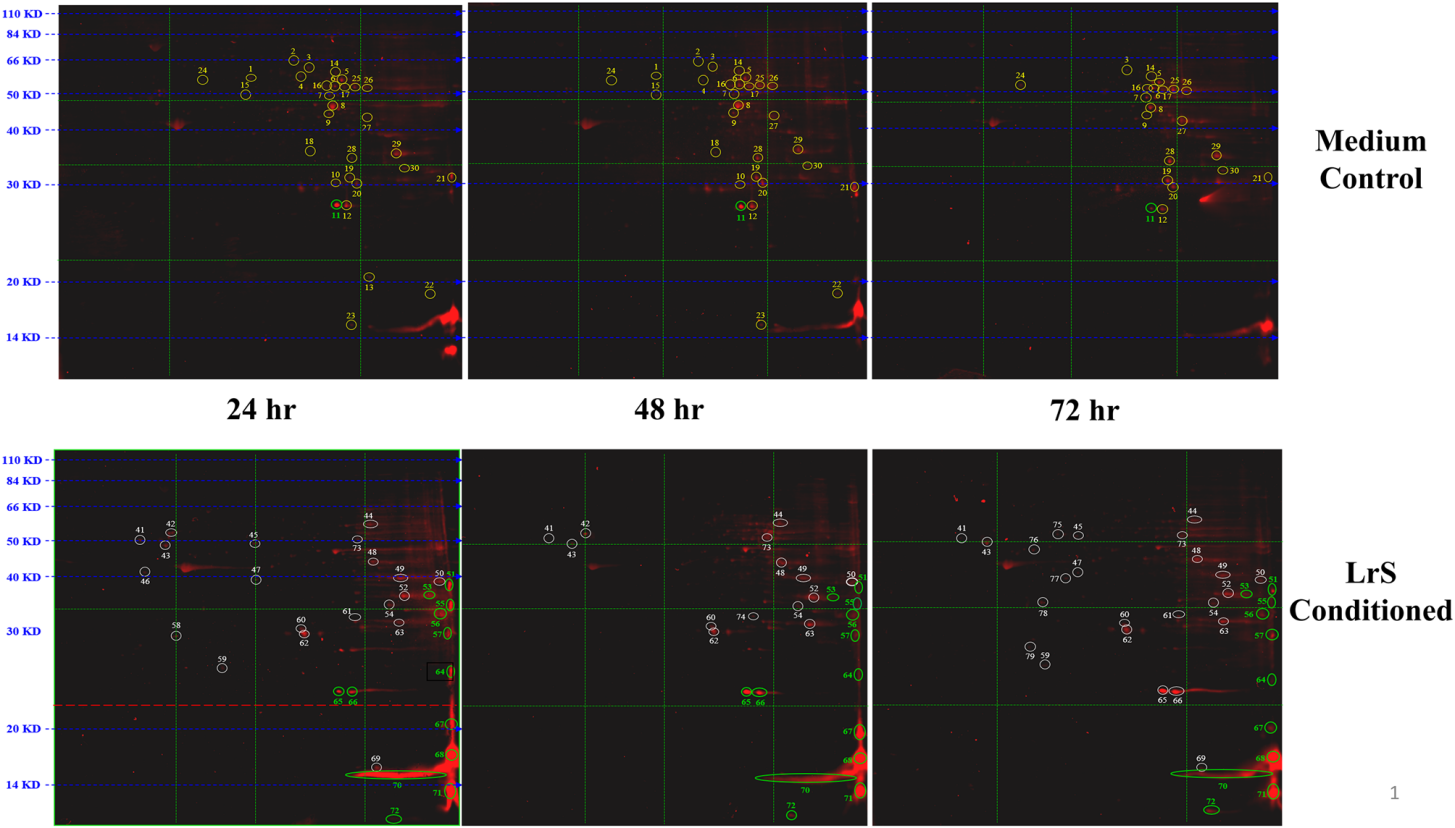
The LrS induces unique temporal changes in protein acetylation patterns in THP-1 human monocytes following conditioning for 24 h, 48 h, and 72 h. Two-dimensional western blots probed for anti-lysine acetylation identified unique protein acetylation patterns following LrS conditioning when compared to controls.

**Table 2:** Protein identification of spot IDs showing a fold change ≥ 3 in acetylation of lysine residues in proteins found in THP-1 human monocytes conditioned with the LrS when compared to controls.

Spot #	Protein ID	Acetyl ratio 24 h	Acetyl ratio 48 h	Acetyl ratio 72 h
		Fold change secretome/control	Fold change secretome/control	Fold change secretome/control
11	Phosphoglycerate mutase 1	− 8.3	− 7.9	− 1.8
13	Cellular nucleic acid-binding protein	− 10.4	0.0	0.0
21	40S ribosomal protein	− 2.8	− 4.2	1.5
24	T-complex protein 1 subunit epsilon	1.5	− 2.0	− 5.8
29	Glyceraldehyde-3-phosphate dehydrogenase	− 3.4	1.4	− 4.2
42	Vimentin/Tubulin alpha-1C chain	3.7	17.8	0.0
44	Catalase	4.7	2.3	4.5
45	Heterogeneous nuclear ribonucleoprotein H	5.5	0.0	4.0
48	Isocitrate dehydrogenase [NADP], mitochondria	6.3	1.8	1.1
51	Heterogeneous nuclear ribonucleoproteins A2/B1	19.8	4.5	5.3
53	Heterogeneous nuclear ribonucleoproteins A2/B1	5.8	1.6	9.0
55	Prohibitin-2	15.2	1.5	6.1
56	Heterogeneous nuclear ribonucleoprotein A1	26.2	2.1	10.0
57	40S ribosomal protein S4, X isoform	2.0	4.9	6.7
58	Chloride intracellular channel protein 1	7.2	0.0	0.0
59	Proteasome subunit beta type-4/Actin Fragment	2.2	0.0	3.6
64	ATP synthase subunit O, mitochondrial	30.7	5.2	19.5
65	Superoxide dismutase [Mn], mitochondrial (SOD2)	37.0	308.5	113.3
66	Superoxide dismutase [Mn], mitochondrial (SOD2)	53.4	39.1	50.1
67	60S ribosomal protein L12	37.1	20.0	3.3
68	Histone H2B type 1-M	7.0	1.7	3.7
70	Histone H3.3	11.0	6.0	4.0
71	Histone H4	5.6	35.1	43.4
72	Profilin-1	10.6	12.3	7.2
75	Heterogeneous nuclear ribonucleoprotein H	0.0	0.0	7.2
77	Uroporphyrinogen decarboxylase/Cactin Fragment	0.0	0.0	3.8

### LrS conditioned THP-1 macrophages respond robustly to LPS challenge

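After LPS, the TLR4 ligand, CXCL8 and TNF were above untreated controls in cells given no LrS and in cells given LrS for 72 h beforehand, each set on 4 arrays with the control on the same slide. The labels do not give the time in culture of these controls. Against LrS alone, conditioned cells given LPS did not pass for CXCL8 (log2 0.76 ± 0.69, adjusted p = 0.738; 0.41 without LrS 72 h replicate 3) or TNF (log2 1.99 ± 0.60, adjusted p = 0.0666; standard error), and TNF passed without LrS 72 h replicate 1 (log2 2.70) and with replicate number as a block. The methods give 6 h of LPS at 100 ng/mL, and the array labels 125 ng/mL. TNFAIP6 rose by log2 5.56 ± 0.61 after LPS and 5.88 ± 0.80 after LrS and LPS (SD, n = 4 arrays each). Arrays with LPS in Cy5 and arrays with LPS in Cy3 correlate across genes by 0.582 on average, and those of LrS and LPS by 0.616. Scanner image names of the LPS arrays place the dyes in another order on replicates 1 and 2, and the labels were used. These 8 arrays form a session of their own, so comparisons with LrS 72 h cross sessions.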

LPS challenge of THP-1 monocytes was used to further examine overall immune effector function and cellular responses of macrophages to this key TLR4 ligand following conditioning with the LrS for 72 h. 

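Cells conditioned with LrS before LPS held more S100A9 and S100A8, alarmin genes, than cells given LPS alone, by log2 3.40 ± 0.49 and 3.12 ± 0.40 (standard error, 4 arrays per group). ADAMDEC1 was higher by log2 2.68 ± 0.34, the lysosomal fucosidase gene FUCA1 by 2.66 ± 0.36 and CD14, the LPS co-receptor, by 2.32 ± 0.42. TRIB3, a pseudokinase induced by amino acid stress, was lower, at log2 -1.92 ± 0.31, the proprotein convertase gene PCSK5 at -1.88 ± 0.29 and STAT4, which carries interleukin-12 signals, at -1.72 ± 0.28. Against LrS for 72 h without LPS, the chemokine gene CXCL9 was higher by log2 4.82 ± 0.39, ACOD1, which makes itaconate, by 4.21 ± 0.31 and IL7R by 3.89 ± 0.35, while DDIT4L, an inhibitor of mTOR, was lower, at log2 -2.02 ± 0.35. In all, 444 genes set LrS with LPS apart from LPS (281 higher and 163 lower) and 496 from LrS (367 and 129). The methods mention no 72 h in medium for cells given LPS alone, though a supplementary legend does for the chemokine assay. If the arrays lacked it, the comparison with LPS holds time in culture as well as LrS. Against untreated cells, 2138 genes changed, 1057 higher and 1081 lower after LPS, and 2240 after LrS and LPS, 1239 higher and 1001 lower. With medians centred after the deposited scaling these were 2012 (1197 higher, 815 lower) and 2147 (1423 higher, 724 lower). With arrays paired by replicate number as a block, 258 genes separated LrS with LPS from LPS. That count was 249 without LPS replicate 1, 294 without LPS replicate 3, 203 without LrS 72 h + LPS replicate 1 and 238 without LrS 72 h + LPS replicate 4.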

2D hierarchical heat-map cluster analysis revealed that LrS conditioning of THP-1s prior to LPS challenge resulted in unique global gene expression profiles, distinct from LPS challenge or LrS conditioning alone (Fig. 7A). 

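CCL2, a monocyte chemoattractant, rose after LPS by log2 4.43 ± 0.35 and CXCL8, which draws neutrophils, by 4.83 ± 0.15, and both also rose after 72 h of LrS, CXCL8 by log2 4.13 (standard error 0.52, n = 3) (SD, n = 4 arrays each unless given). CNR1 fell after LPS to log2 -2.18 ± 0.42, as it did under LrS. IL7R rose after LPS by log2 4.88 ± 0.62 and did not pass after 72 h of LrS (adjusted p = 0.895), and S100A9 did not pass after LPS (adjusted p = 0.510). In total 239 genes changed with the same direction in both, 178 higher and 61 lower, which is 46.4% of those changed by LrS at 72 h and 11.2% of those changed by LPS. If the changes were independent 31.9 would meet, and 10 had opposite directions. Without LrS 72 h replicate 1 the shared count was 127. The labels give the controls of the LPS arrays another name than those of the LrS arrays, without a time in culture. By these names no control culture is shared, and whether controls add to the excess was not tested. With 48 h of LrS 993 genes were shared (254 if independent), and with 24 h 839 (120).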

In fact, LrS-conditioned macrophages shared a very limited subset of differentially expressed genes and enriched pathway activation with LPS challenge alone (Fig. 7B,C). Moreover, the number of differentially expressed genes within key immune-related signaling pathways in macrophages was significantly lower in THP-1 monocytes conditioned with the LrS compared to LPS challenge alone (Fig. 7D), indicating that the unique transcriptional signature in response to LrS conditioning in THP-1 macrophages is distinct from the signature induced by LPS challenge. 

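The counts of changed immune genes were smaller after 72 h of LrS than after LPS. TNFAIP3, which ends NF-kB signalling, rose by log2 2.16 ± 0.42 under LrS and 4.27 ± 0.28 under LPS, and the antiviral gene MX1 by 2.34 (standard error 0.35, n = 3) and 3.81 (standard error 0.35, n = 3) (SD, n = 4 arrays each unless given). CD80 rose under LPS by log2 3.29 ± 0.23 and did not pass under LrS (adjusted p = 0.111). Of NF-kB targets 12 of 31 rose (the same when adjusted over the list alone, camera adjusted p = 3.0e-19) under LrS and 30 of 31 rose (the same when adjusted over the list alone, camera adjusted p = 9.2e-55) under LPS. Of interferon-stimulated genes 19 of 39 rose (26 when adjusted over the list alone, camera adjusted p = 1.5e-33) and 36 of 39 rose (the same when adjusted over the list alone, camera adjusted p = 3.6e-53), in the same order. Of classical activation genes 7 of 26 rose (9 when adjusted over the list alone, camera adjusted p = 4.7e-07) and 20 of 25 rose and 1 fell (the same when adjusted over the list alone, camera adjusted p = 1.5e-32). Of cytokine and chemokine genes 13 of 43 rose and 1 fell (14 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.7e-11) and 23 of 42 rose (24 when adjusted over the list alone, camera adjusted p = 3.3e-27). Of Toll-like receptor signalling genes 5 of 34 rose (7 when adjusted over the list alone, camera adjusted p = 6.6e-04) and 8 of 34 rose and 2 fell (the same when adjusted over the list alone, camera adjusted p = 0.00125). Of negative regulators 9 of 28 rose (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.0e-07) and 16 of 28 rose and 2 fell (17 higher and 2 lower when adjusted over the list alone, camera adjusted p = 1.8e-11). The difference between these counts was not tested. From clustering, a limited overlap of genes and enriched pathways, and smaller counts in immune pathways, the paper concludes that the signature of LrS differs from that of LPS.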

LPS challenge of LrS-conditioned macrophages resulted in increased expression of genes in the Toll-like receptor signaling, NF-κB signaling, regulation of the innate immune response, and cytokine-mediated pathways when compared to LPS or LrS conditioning alone (Fig. 7D). 

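Within Toll-like receptor signalling, CD14 was the gene furthest above LPS alone in conditioned cells: 3 of 34 were higher and 1 lower (3 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.583). Against LrS without LPS the adaptor gene MYD88 was higher by log2 1.71 ± 0.28 (standard error, 4 arrays per group): 4 of 34 were higher (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0151). Among NF-kB targets REL, a subunit of NF-kB itself, was lower than after LPS alone, at log2 -1.14 ± 0.25: 1 of 31 were higher and 3 were lower (3 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.0162, and adjusted p = 0.546 with an estimated correlation). Against LrS alone the pentraxin gene PTX3 was higher by log2 3.10 ± 0.53: 22 of 31 were higher (25 when adjusted over the list alone, camera adjusted p = 5.1e-43). Of cytokine and chemokine genes 2 of 41 were higher and 1 lower (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.921) against LPS, with CCL7 at log2 2.14 ± 0.42, and 12 of 42 were higher (17 when adjusted over the list alone, camera adjusted p = 1.7e-21) against LrS. Among negative regulators of innate signalling 2 of 28 were higher and 1 lower (2 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.813) against LPS, and 8 of 28 were higher (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 4.6e-08) against LrS. Among interferon-stimulated genes 2 of 38 were higher (3 when adjusted over the list alone, camera adjusted p = 0.722) against LPS, with IFI27 at log2 1.55 ± 0.30, and 17 of 38 were higher (28 when adjusted over the list alone, camera adjusted p = 4.7e-36) against LrS, with ISG20, an exonuclease against viral RNA, at log2 2.48 ± 0.43.

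**Figure D3:**
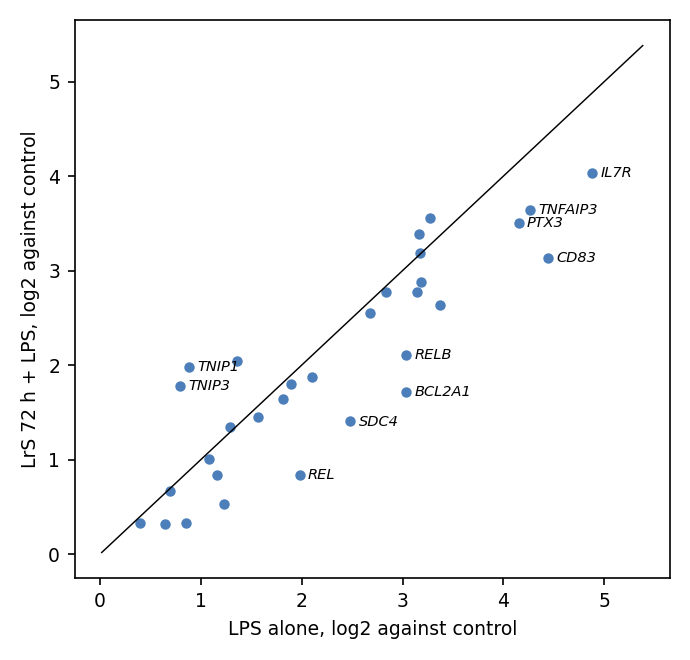
Log2 change of each NF-kB target against control after LPS alone and after LPS in LrS-conditioned cells, with the line of equal change.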

Cytokine and chemokine profiling confirmed these results, as LrS conditioning enhanced production of LPS-induced cytokine and chemokine production (Fig. 7E; Figs. S3 and S4) coupled with increased production of immunoregulatory IL-10 and IL-1Ra, suggesting that conditioning of THP-1 monocytes with the LrS influences subsequent immune outcomes to LPS challenge.

**Figure 7:**
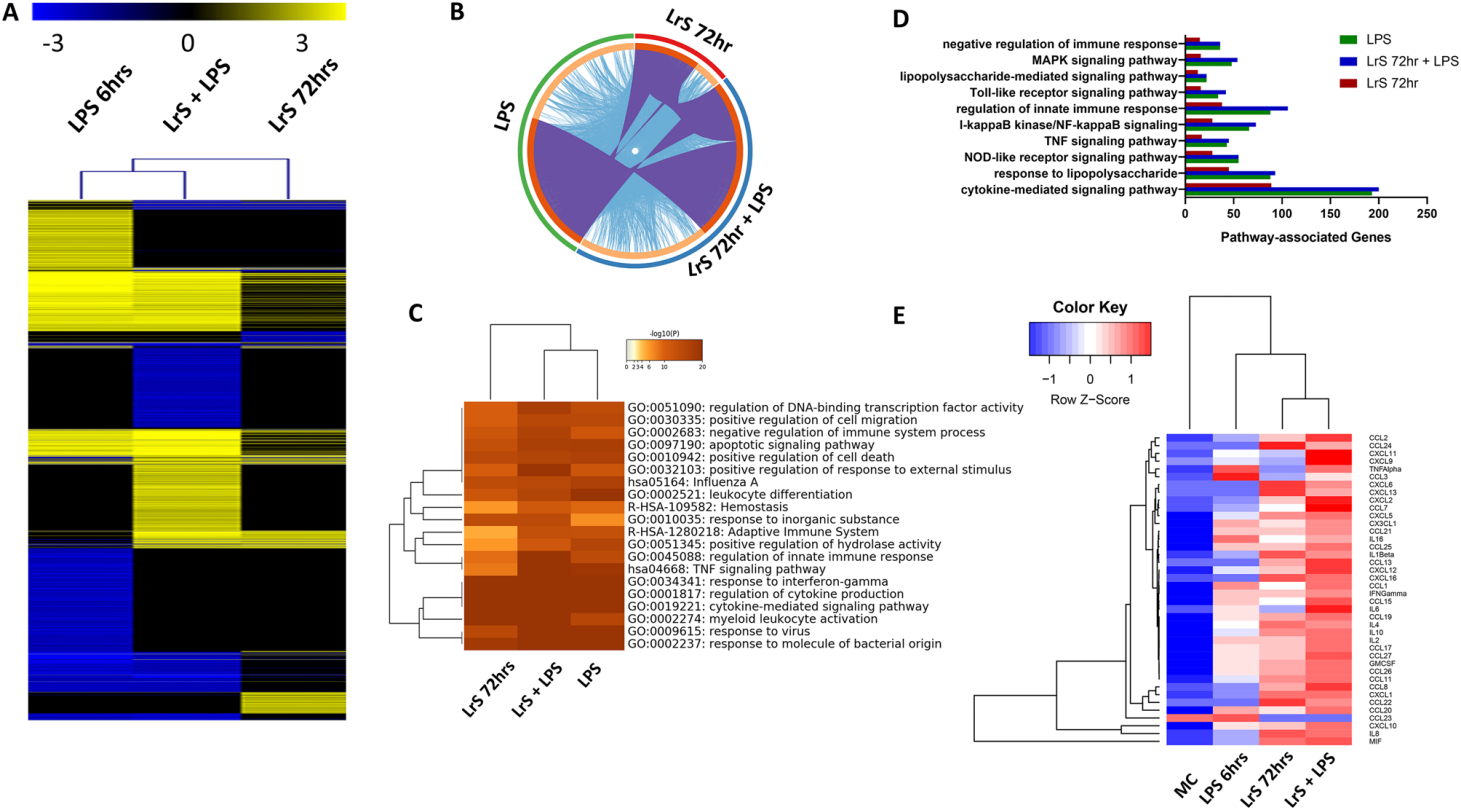
LPS-challenge of THP-1 monocytes conditioned with the LrS reveals heightened responsiveness. (**A**) Two-dimensional hierarchical clustering analysis of global gene expression patterns in THP-1 human monocytes challenged with LPS, conditioned with the LrS for 72 h, or conditioned with the LrS for 72 h and subsequently challenged with LPS for 6 h. (*n* = 4; *p* < 0.05; fold change different > 1.5 vs. untreated cells). (**B**) Circos plot visualization of gene overlap analysis and shared enriched ontologies for each of the challenges. Identical genes found in each gene set are coloured dark orange and are linked by purple lines while unique genes are coloured light orange. Blue lines link the different genes where they fall into the same ontology term. (**C**) Two-dimensional hierarchical clustering analysis of shared enriched ontology clusters between the different challenges. (**D**) Total number of genes which belong to functionally enriched immune-related pathways. (**E**) Two-dimensional hierarchical clustering analysis of cytokine and chemokine production profiles from THP-1 human monocytes in response to the different challenges. Data shown is the Z-score statistic for each cytokine and chemokine measured (*n* = 4).

### LrS maintains its immunoregulatory activity in combination with RA in PMA-differentiated THP-1 cells

Cell surface marker profiles, gene expression and cytokine production were measured following LrS + RA conditioning of PD-THP-1 cells to investigate effects on differentiated macrophages and potential interactions of the LrS with RA, a key mucosal immunoregulatory mediator. Co-conditioning of PD-THP-1 cells with LrS + RA resulted in differential *ALDH1A2* expression at 24 h (*n* = 3, *p* < 0.001) (Fig. 8A), returning to PD-THP-1 baseline levels at 48- and 72 h. RA, LrS or co-conditioning did not significantly affect expression of *IDO1,* a key immunoregulatory gene. *NFKB1* expression was significantly increased at 48 h in LrS-conditioned PD-THP-1 cells (*n* = 3, *p* < 0.05) and declined after 72 h (Fig. 8A), and this effect of the LrS was not significantly reduced by co-conditioning with RA. In keeping with the increased CD103 cell surface marker expression, *CD103* was also upregulated by RA and by LrS + RA co-conditioning (*n* = 3, *p* < 0.001) (Fig. 8A). LrS conditioning significantly increased *NFKB2* expression, while *CD40* expression was increased by LrS + RA co-conditioning (Fig. 8A). Conditioning of PD-THP-1 cells with the LrS alone or in combination with RA increased production of immunoregulatory mediators IL-10 (*n* = 3, *p* < 0.05) and IL-1Ra (*n* = 3, *p* < 0.001), and maintained constitutive production of TGF-β1 relative to LA controls (Fig. 8B). LrS + RA co-conditioning also enhanced production of chemokine IL-8, potentially reflecting the LrS-induced increase in expression of *NFKB1* and *NFKB2* at 48 and 24 h respectively. Overall, co-conditioning with LrS + RA differentiated THP-1 macrophages into a mature APC phenotype with characteristics of immunoregulatory intestinal monocyte-derived dendritic cells.

**Figure 8:**
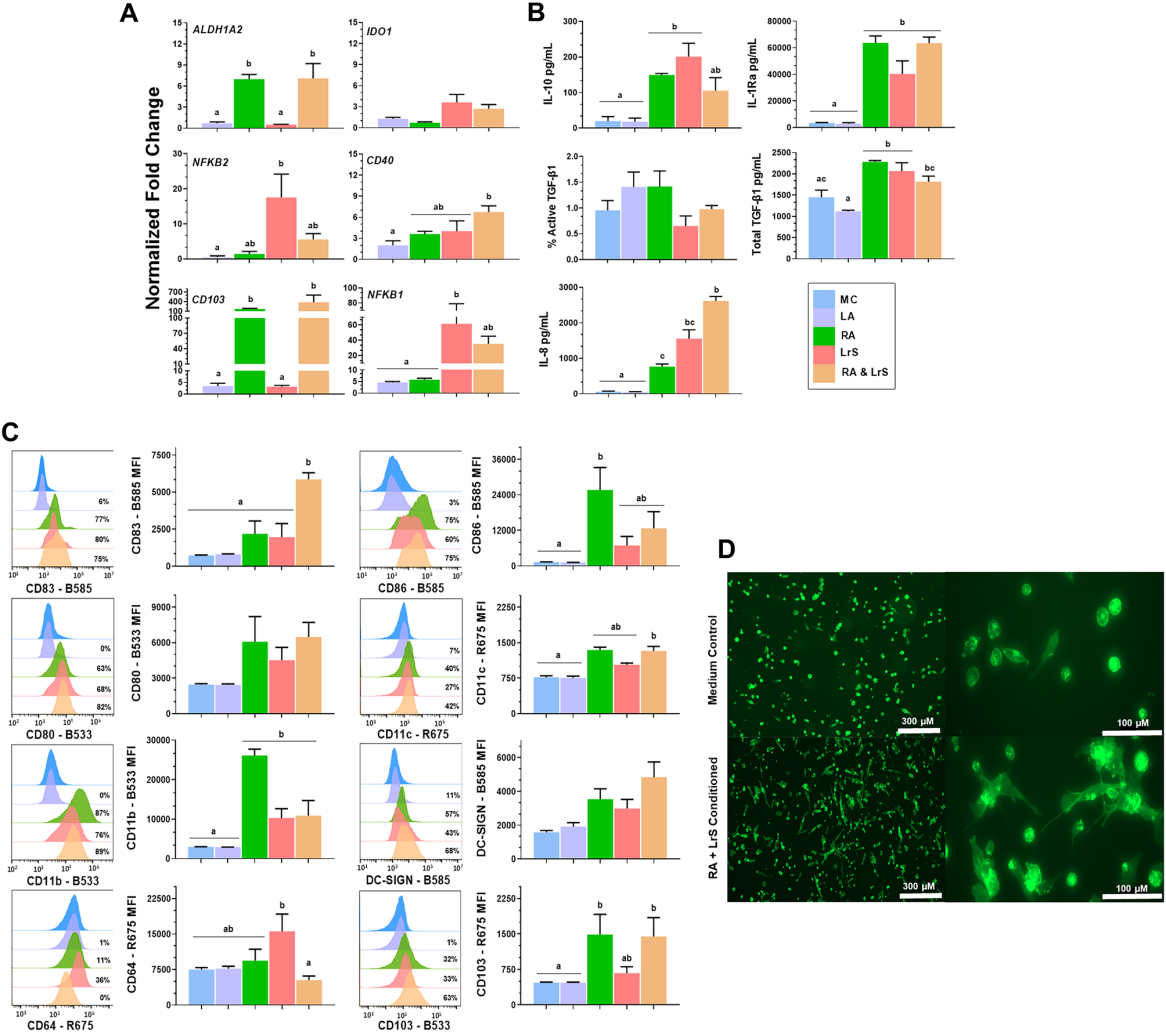
LrS and RA co-conditioning imprints an immunoregulatory profile in PD-THP-1 macrophages. Different letters denote significant differences (*p* < 0.05) as determined by one-way ANOVA and Tukey’s post-hoc test. (**A**) Gene expression in PD-THP-1 macrophages conditioned with l-lactic acid, RA, LrS and LrS + RA. The mean fold change expression (mean ± SEM (*n* = 3)) was normalized to baseline expression in PD-THP-1 macrophages. (**B**) Cytokine production in PD-THP-1 macrophages conditioned with l-lactic acid, RA, LrS and LrS + RA. Bar graphs represent mean cytokine production (mean (pg/mL) ± SEM (*n* = 3)) for IL-10, IL-1Ra, % active TGF-β1, total TGF-β1 and IL-8. (**C**) Expression of cell surface markers on PD-THP-1 macrophages conditioned with l-lactic acid, RA, LrS and LrS + RA. The histograms and Overton subtraction values were generated using FlowJo software. Overton subtraction values represent the percentage of cells expressing CD83, CD80, CD86, CD64, CD103, CD209, CD11b and CD11c. Histograms represent one of three biological replicates. Bar graphs represent mean MFI values (mean MFI ± SEM (*n* = 3)). (**D**) Morphological changes in PD-THP-1 macrophages induced by RA and LrS co-conditioning over 48 h; PD-THP-1 macrophages were then stained with phalloidin-CF488.

Co-conditioning of PD-THP-1 cells with LrS + RA increased the percentage of cells expressing CD83 over all three time points, with conditioning for 72 h inducing the highest number of CD83^+^ cells (*n* = 3, *p* < 0.001) relative to baseline PD-THP-1 CD83 expression (Fig. 8C). Co-conditioning of PD-THP-1 macrophages with LrS + RA also significantly increased the number of CD103^+^ cells after 72 h (*n* = 3, *p* < 0.05) (Fig. 8C), as well as the number of cells expressing the co-stimulatory molecules CD80 and CD86. In contrast, cell surface expression of the proinflammatory marker CD64 was reduced by LrS + RA co-conditioning relative to conditioning with LrS alone. Co-conditioning also increased numbers of CD11b^+^ cells (*n* = 3, *p* < 0.001), CD11c^+^ cells (*n* = 3, *p* < 0.001) and CD209^+^ cells (*n* = 3, *p* < 0.05). PMA differentiation of monocytic THP-1 cells generally results in morphological changes; PD-THP-1 co-conditioned with LrS + RA had a distinctive appearance, with elongated extensions typical of differentiated APC morphology (Fig. 8D).

## Discussion

Regulation of macrophage activity at the gut-mucosal interface is integral for maintaining immune homeostasis and shaping host immune outcomes to subsequent pro-inflammatory challenge. Microbiota-induced innate immune memory has been described as a potential mechanism through which the resident microbiota induces immune tolerance, with some studies suggesting that these signals delivered through PRRs can also induce innate immune training to subsequent inflammatory signals^25–28^. Recent evidence suggests that these varied modes of communication may be an important route through which LAB and other members of the gut microbiota exert physiological and immunological changes at distal and systemic sites within the host^29–31^.

In the present study, we determined that the LrS induced a unique transcriptional profile in THP-1 monocytes depending on exposure time, with a high degree of differential gene transcription occurring after 48 h and a substantial reduction in gene expression following 72 h of LrS conditioning. This is, to our knowledge, the first report of temporal macrophage transcriptional reprogramming by prolonged exposure to a LAB-derived secretome. Transcriptional regulation of macrophage polarization is well documented, with many gene expression profiles recognized as associated with monocyte differentiation and immunoregulatory macrophage activation^4,32–34^. The LrS induced increased transcription of *ADAMDEC1*, *ZFP36L1*, and *RND3*, genes and transcription factors involved in monocyte differentiation into mature macrophages^35–37^ and gene enrichment analysis identified differential activation of cellular pathways involved in cytoskeletal rearrangement and myeloid leukocyte differentiation. Our previous analysis has indicated that the LrS may influence histone acetylation patterns within challenged intestinal epithelial cells by decreasing global histone acetylation and thereby attenuating pro-inflammatory gene transcription. Here we show that the LrS may increase H3 and H4 histone acetylation in a temporal fashion in THP-1 human monocytes. This may help to explain the observed increase in overall differential gene expression and subsequent changes in protein expression patterns and cell morphology. We also examined whether the LrS could influence DNA methylation patterns in these same cells. Unlike histone acetylation patterns, the LrS did not have an impact on global DNA methylation.

Morphological and flow cytometric analysis confirmed these findings, as LrS conditioning of THP-1 monocytes resulted in temporal morphological changes, in keeping with differentiation to a more mature myeloid phenotype, with dendrites to increase cell surface area and facilitate monitoring of the gut environment^20,38^. Lrs conditioning also induced an increase in the cell surface expression of CD11b and CD11c, indicative of monocyte to macrophage differentiation, and increased expression of the fractalkine receptor CX_3_CR1. CX_3_CR1-expressing macrophages in the GALT have been shown to play an integral role in maintaining gut homeostasis by producing IL-10 and are involved in facilitating cross-talk between the resident gut microbiota and the underlying immune cell population^39–45^. Conversely, LrS-conditioned THP-1s had reduced cell-surface expression of CD64. Human peripheral blood mononuclear cell-derived macrophages treated with LPS or IFN-γ express high levels of membrane-bound CD64 and display a phenotype consistent with M1-macrophage activity^46,47^. Moreover, administration of an immunotoxin that targets CD64 led to the selective elimination of M1 macrophages in an inflammatory disease setting, illustrating the negative outcomes of dysregulated activity of M1 phenotype macrophages and highlighting the importance of CD64 in M1-associated macrophage activity^48,49^.

Changes in expression of multiple immunoregulatory macrophage-associated genes was also observed following conditioning with the LrS, suggesting polarization of THP-1 monocytes into immunoregulatory macrophages. For example, the LrS induced the expression of *ATF3* and *DUSP1*, key regulators of innate immune activity, which is consistent with our previous results examining the LrS impact on TNFα and Salmonella secretome-challenged HT-29 IEC^13^. Overexpression of ATF3 has been shown to inhibit inflammatory macrophage gene transcription and activate expression of immunoregulatory macrophage genes through the Wnt/β‑catenin signaling pathway^50^. Further, DUSP1 polarizes macrophages towards an M2 phenotype via inhibition of the AP-1 transcription factor complex, inhibiting inflammatory gene transcription^32^.

Cytokine and chemokine profiling confirmed these findings, as we observed increased production of immunoregulatory macrophage-associated cytokines such as IL-10 and IL-1Ra following conditioning with the LrS. IL-10 production is associated with immunoregulatory M2 macrophage activity and polarization as it serves multiple roles in the regulation of inflammatory immune responses^51^. It binds to the IL-10 receptor (IL-10R), resulting in the phosphorylation of STAT3 and subsequent transcription of genes involved in immunoregulation and repression of pro-inflammatory cytokine production^52^. Indeed, IL-10 signaling was identified by GSEA analysis as being impacted by the LrS and *IL-10R* expression was increased following LrS conditioning. These cellular insights into LrS-mediated macrophage polarization into an immunoregulatory phenotype implicate enhanced IL-10 signaling in THP-1 monocytes. IL-1Ra antagonizes the activity of IL-1α and IL-1β by binding to the IL-1R1 receptor and is thought to play an integral role in the resolution of the inflammatory response as it is typically produced following IL-1 secretion. We also observed increased transcription of *IL1R2* (Interleukin 1 Receptor Type 2), a decoy receptor for IL-1β/α and a known marker of immunoregulatory M2 macrophages^53^, following 24- and 48 h of conditioning, suggesting that the LrS significantly alters pro-inflammatory IL-1 signaling outcomes. Additionally, LrS-conditioned THP-1 monocytes produced IL-4, an immunoregulatory and pleiotropic cytokine which inhibits the production and secretion of pro-inflammatory cytokines and can promote and shape adaptive immune responses^54^. As was seen with IL-10/*IL-10R* production and expression, the LrS also induced the expression of the IL-4 receptor, *IL4Rα*, as well as *IL4I1* (IL-4-induced gene 1), an L-amino acid oxidase and M2 immunoregulatory macrophage associated marker with inhibitory roles in T cell activation^55^. IL-4 signaling in macrophages promotes IL-1Ra production and IL1R2 expression^56^. We also observed increased production of Type I interferons from LrS-conditioned monocytes, suggesting enhanced anti-viral capacity. Evidence for microbiota-induced Type I interferon production in APCs suggests that this is an important route for instructive transcriptional and metabolic programming, enabling robust responses to subsequent pathogen challenge by promptly activating the adaptive immune response^57^.

Macrophage immunometabolism plays an integral role in macrophage effector function. M1 macrophages are characterized by their increased reliance on aerobic glycolysis for energy, resulting in a substantially higher glycolytic flux and a shunted citric acid cycle in order to maintain sustained cytokine and inflammatory mediator production. In contrast, M2 macrophages rely on oxidative phosphorylation mediated through an intact citric acid cycle, highlighting key metabolic differences which can be used to distinguish macrophage phenotype and effector functions^58,59^. For this reason, we examined the ability of the LrS to influence metabolic flux in THP-1 monocytes. We observed increased utilization of all citric acid cycle intermediates, without altered glycolytic metabolism, indicative of an immunoregulatory macrophage metabolic signature. Moreover, the LrS increased transcription of *CD36*, a cell-surface receptor involved in fatty acid uptake, and *FABP4* (Fatty Acid Binding Protein-4), a cytoplasmic protein involved in lipid transport and metabolism^60^. Lipid metabolism was identified by gProfiler as one of the metabolic pathways influenced by the LrS and is a hallmark of immunoregulatory macrophage activity. *TDO2* (Tryptophan 2,3-Dioxygenase), a key enzyme involved in tryptophan metabolism and activation of the kynurenine pathway which plays an integral role in M2 macrophage activity^61^, was also up-regulated in LrS-conditioned THP-1 monocytes, further suggesting that the LrS influences multiple macrophage metabolic pathways.

To determine potential underlying mechanism(s) of action behind the observed changes in metabolic activity and functional outcomes in LrS-conditioned THP-1 monocytes, post-translational modifications of intracellular proteins were examined. This analysis revealed the deacetylation of phosphoglycerate mutase 1 (PGAM1) in THP-1s conditioned with the LrS. PGAM1 catalyzes a rate-limiting step of glycolysis in leukocytes by converting 3-phosphoglycerate (3-PG) to 2-phosphoglycerate (2-PG). When deacetylated, PGAM1 exhibits diminished activity^62^, suggesting a possible mechanism of action through which the LrS alters metabolism in THP-1s by reducing glycolytic activity within the cell. Moreover, LrS conditioning led to deacetylation of GAPDH, another key enzyme involved in glycolysis. Deacetylation of cytosolic GAPDH results in decreased glycolytic activity in response to glucose^63^, providing additional mechanistic evidence for reduced glycolytic flux in THP-1 monocytes conditioned with the LrS. In contrast, mitochondrial isocitrate dehydrogenase 2 (IDH2), a key enzyme involved in the oxidative decarboxylation of isocitrate to α-ketoglutarate, was acetylated following LrS-conditioning. Unlike isocitrate dehydrogenase 3 (IDH3), the reaction catalyzed by IDH2 is reversible and uses NADP + and NADPH instead of NAD + and NADH as a redox couple. This leads to the accumulation of NADPH in the mitochondria, which can be used for scavenging mitochondrial ROS (mtROS)^64^. Moreover, IDH2 has also been implicated in the export of citrate from the mitochondria for lipid biosynthesis, a hallmark of M1 macrophage activity, following reductive carboxylation^65^. When IDH2 becomes acetylated, it has reduced activity^66^, which may lead to increased flux of isocitrate through IDH3 and a potential reduction in mtROS scavenging due to impaired NADPH generation. However, mitochondrial manganese superoxide dismutase (SOD2), an enzyme which typically displays dismutase activity by converting superoxide to O_2_ or H_2_O_2_, was acetylated following conditioning with the LrS. Acetylated SOD2 displays peroxidase activity yet has increased capacity for the rapid generation of mitochondrial H_2_O_2_ through a mechanism which is still not fully understood^67,68^. Increased levels of mitochondrial H_2_O_2_ within macrophages have been shown to drive M2 polarization^69^, potentially through the recruitment and stabilization of hypoxia-inducible factor-2α (HIF-2α) which can act to suppress nitric oxide synthesis^70^. Although other proteins were identified with differential lysine acetylation patterns following conditioning with the LrS, more research is needed to ascertain the diverse functional outcomes of these post-translational modifications, especially in the context of host-microbe interactions. Indeed, post-translational modification of proteins involved in metabolism has emerged as a potential route through which metabolic activity is regulated^71^, and the results presented here may represent a novel means of host-microbe communication through which soluble components derived from LAB can regulate the activity of many important cellular processes.

The ability of macrophages to respond robustly to pathogen-associated molecular patterns is integral to host defense and survival. LPS challenge of LrS-conditioned THP-1 monocytes revealed heightened responsiveness, suggesting a degree of innate immune priming, while maintaining an overall M2 phenotype. Evidence for alterations of macrophage responses to pro-inflammatory challenge indicate strain-specific impacts on immune outcomes as some strains within the same species have antagonistic impacts on PRR-induced cytokine release^72^. For example, *Lacticaseibacillus paracasei* attenuates LPS-induced cytokine production by PMA-differentiated THP-1 cells^73^ while exopolysaccharide isolated from *L. paracasei* DG stimulates cytokine production from THP-1 monocytes^74^. PRR-mediated recognition of microbiota-derived peptidoglycan by neutrophils has been shown to enhance and prime systemic immunity towards *Streptococcus pneumoniae* and* Staphylococcus aureus* infection^26^, suggesting that this priming of the innate immune system by LAB and other members of the microbiota can influence systemic immune responses and promote effective host defence against pathogens.

RA is a key mediator involved in generating tolerogenic APC phenotypes in the gut mucosal environment. To explore potential interactions between RA and LrS on differentiated macrophages, effects were investigated by measuring gene expression, cell surface marker and cytokine profiles of PD-THP-1 cells that are characteristic of either tolerogenic or proinflammatory APC phenotypes. In keeping with the effects of LrS on THP-1 monocytes and with our previous work examining the impact of milk fermented with *L. rhamnosus* R0011 on macrophages, LrS + RA co-conditioning of PD-THP-1 macrophages conferred an overall immunoregulatory phenotype. Similarly to LrS conditioned THP-1 monocytes, we observed an increase in the number of CD11b^+^ and CD11c^+^ cells and a reduction in CD64^+^ cell numbers in co-conditioned PD-THP-1 cells. We also observed an increased number of cells expressing CD103, costimulatory molecules CD80 and CD86, and of CD209, an M2 macrophage phenotype marker^75^, following co-conditioning with LrS + RA. Co-conditioning also increased the number of cells expressing CD83, an important cell surface molecule involved in facilitating APC-T cell interactions^70,76,77^. In accordance with the increased number of CD103^+^ cells, *CD103* and *ALDH1A2* expression was induced by LrS + RA conditioning. Retinal dehydrogenase converts retinal to RA, and RA itself can act as a transcriptional factor inducing the expression of *ALDH1A2* in a positive feedback manner^78^. CD103^+^ APCs in the intestinal mucosa acquire a tolerogenic phenotype through an RA-dependent mechanism, driving the differentiation of gut homing regulatory T cells and maintaining mucosal tolerance^79,80^. Although we did not observe antagonistic nor synergistic interactions between LrS and RA, co-conditioning of the PD-THP-1 macrophages with LrS + RA increased the production of key regulatory cytokines IL-10 and IL-1Ra, as was observed for LrS-conditioned THP-1 monocytes. Interestingly, a *Limosilactobacillus reuteri* secretome has also been shown to influence the recall responses of human peripheral blood monocyte-derived dendritic cells and their RA-differentiated gut DC phenotype^28^, further illustrating the potential of secretome-mediated immunomodulatory activity of lactic acid bacteria.

Taken together, the results presented here describe transcriptional and functional re-programming of THP-1 human monocytes mediated by postbiotic secretome components of *L. rhamnosus* R0011. These secretome-conditioned macrophages showed functional, transcriptional, and immunometabolic signatures consistent with M2 immunoregulatory activity, with increased production of immunoregulatory cytokines IL-10, IL-1Ra, and IL-4 and a cell-surface expression profile of CD11b, CD11c^lo^, and CX_3_CR_1_, features shared with subsets of gut macrophages^81,82^. Moreover, LrS-conditioning of THP-1 monocytes did not impair responses to subsequent LPS challenge, despite their overall homeostatic M2 phenotype. Gut-associated macrophages play a dynamic and multifaceted role in host-microbe interactions and are required to respond appropriately to diverse gut microbe-derived cues to shape subsequent immune effector signals. The results reported here provide insight into novel routes for indirect secretome-mediated microbe-host communication and the impact on activation of multiple immune mechanisms integral for macrophage function and activity. To our knowledge, this is the first report of immunometabolic reprogramming of THP-1 human monocytes by LAB-secretome components. While outside the scope of our study, proteomic and metabolomic profiling of the LrS and of other lactobacilli secretomes will be important avenue to deepen understanding of these types of microbe-host interactions and gain insight into potential postbiotic mechanisms. Future work to examine the role of secretome-mediated communication in the impact of LAB and other gut microbes in host defense at the gut mucosal interface and distal systemic immunological outcomes in vivo may aid in elucidating gut microbe-mediated effects on systemic immunity.

## Experimental procedures

### Bacterial culture

Lyophilized *Lacticaseibacillus rhamnosus* R0011 was obtained from the Rosell Institute for Microbiome and Probiotics (Montreal, QC). The LrS was prepared as previously described^13,83^. Briefly, *Lacticaseibacillus rhamnosus* R0011 was grown in de Mann, Rogosa, and Sharpe broth (Oxoid, cat. # CM0359) overnight to stationary growth phase. Resulting cultures were further propagated in non-supplemented Roswell Park Memorial Institute (RPMI)-1640 (Sigma-Aldrich, cat. # R6504) to stationary phase, centrifuged at 3 000×*g* and filtered through a 0.22 µm filter to remove the bacteria. The filtrate (LrS) was immediately frozen at − 80 °C. A medium control consisting of only MRS diluted in RPMI-1640 medium was included and subjected to the same culture conditions and filtration process. The pH of the LrS was measured and the pH of the medium control was adjusted to that of the bacterial culture using l-lactic acid and concentrated HCl. The Megazyme d-/l-lactic acid kit was used to determine the l-lactic acid concentration in the LrS secretome, and equal amounts of l-lactic acid were added to the medium control to account for this potentially bioactive metabolite.

### THP-1 human monocyte conditioning and LPS challenge

The THP-1 human peripheral blood monocyte cell line (ATCC # TIB-202) was maintained in RPMI-1640 medium supplemented with 0.05 mM β-mercaptoethanol, 10% calf serum and 0.05 mg/mL gentamicin in a humidified incubator at 37 °C and 5% CO_2_. THP-1 monocytes were enumerated, and viability determined using Trypan Blue following sub-culturing. THP-1 monocytes were seeded into T25 tissue culture flasks or 96-well tissue culture plates at a concentration of 1 × 10^6^ cells/mL and used at a final concentration of 5 × 10^5^ cells/mL in non-supplemented RPMI-1640 medium. To determine the temporal effects of the LrS on monocyte differentiation, the LrS was added at a final concentration of 20% v/v to the THP-1 cells for 24-, 48-, and 72-h of conditioning, time points based on our prior work with the LrS^13,19,83^ and on standard differentiation protocols for these cells^21,22^.

For LPS challenges, THP-1 cells were cultured with lipopolysaccharide (LPS) (100 ng/mL) for 6 h alone or following conditioning with the LrS for 72 h. To characterize LrS impacts on differentiated macrophages, THP-1 monocytes were treated with 100 ng/mL phorbol 12-myristate 13-acetate (PMA) for 48 h in serum free media, then rested for 24 h in complete media^21^. PMA-differentiated cells (PD-THP-1) were also conditioned with a combination of RA (300.4 ng/mL), GM-CSF (100 ng/mL) and IL-4 (50 ng/mL) for 24-, 48- and 72-h (with or without LrS), in order to induce further differentiation to an intestinal dendritic cell-like phenotype and to assess LrS-mediated effects in concert with RA^28,84^.

Total RNA was harvested using the phenol-based TRIzol method of RNA extraction following manufacturer’s protocols (ThermoFisher Scientific, MA, USA). Briefly, 2 mL of TRIzol reagent was added to each culture flask to lyse the THP-1 cells. Cell culture homogenates were added to Phase Lock Gel-Heavy tubes for phase separation of total RNA. Total extracted RNA was then purified using the RNeasy Plus Mini Kit (Qiagen, Hildon, Germany). The purity and quality of RNA was determined using both the ND100 NanoDrop and an Agilent 2000 Bioanalyzer, respectively. Only samples with an RNA Integrity Number (RIN) greater than 9.0 were used for microarray analysis.

### Reverse transcription (RT) of RNA and direct-method of labelling

Control and experimental total RNA (15 µg) was reverse transcribed with Superscript IV (Invitrogen, MA, USA) and labelled with Cy3-dCTP and Cy5-dCTP (GE Healthcare, Amersham Biosciences) using the direct method of dye labelling as previously described^11,85^. Briefly, 3 µg/µL of oligo dT23 primers were added to the RNA and samples were heated to 70 °C for 30 min in order to reduce secondary structure formation. A cDNA synthesis master mix containing 5× First Strand Buffer, 0.1 M DTT, dNTPs, 200U of SuperScript IV, and either 1 mM of Cy3 or Cy5 dye were added and the samples were heated at 42 °C for 3 h in order to allow the RT to occur. Dye swaps between treated and control RNA were done to eliminate bias of dye labelling. Purification of the cDNA product was done using the QIAQuick PCR purification kit following manufacturer’s protocols (Qiagen). Labelling efficiency was determined by calculating the dye incorporation rate to ensure consistency between experiments.

### Microarray analysis

Hybridization of the labelled cDNA to the microarray was done using previously established protocols^11,12^. Following hybridization, the microarrays were scanned using the ScanArray 5000 instrument from Perkin-Elmer (Waltham, MA, USA) and spot intensities were quantified using ImaGene® version 9.0 (BioDiscovery, CA, USA). Normalization was done using locally weighted scatterplot smoothing (LOWESS)^85^. Statistical analyses and two-dimensional hierarchical clustering analyses was performed with Multi-Experiment Viewer (MeV, version 4.2). Genes with statistically significant changes in expression levels were selected based on a t-test yielding a *p*-value < 0.05 and a 1.5-fold-change gene expression cut-off. gProfiler, Gene Set Enrichment Analysis (GSEA) and EnrichmentMap pathway enrichment analyses were used in order to ascertain the pathways in which genes were significantly modified by the different treatments^86,87^. For some challenges, Metascape was used for circos plot generation and functional gene enrichment analyses^88^.

### Comparative RT-qPCR

Following conditioning of PD-THP-1 cells with RA and/or LrS, total RNA was harvested using the phenol-based TRIzol method of RNA extraction (Thermo Fisher Scientific) as described above. RNA was isolated and purified from three separate independent experiments for each treatment. Then, the total RNA was reverse transcribed with Superscript IV following manufacturer’s protocols and as previously described^13^. Briefly, oligoDT primers (50 µM), dNTPs (10 mM) and RNase free water was added to the highly purified RNA samples and heated to 65 °C for 5 min. A cDNA master mix containing 5X first strand buffer, DTT (0.1 M), and Superscript IV was added to the reaction mixture and incubated at 50 °C for 50 min to allow cDNA synthesis to occur. The reaction was heated to 70 °C for 15 min to inactivate the enzyme. Reverse-transcribed cDNA was diluted 1:5 in RNase-free water and stored at − 20 °C for RT-PCR. To determine transcript abundance of differentially expressed genes, RT-qPCR was done per the MIQE guidelines^89^. For the RT-qPCR reactions, 2.5 µl of diluted cDNA was used with gene-specific primers (Table 3) and SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, CA, USA) per the manufacturer’s instructions. A total of 40 cycles consisting of template denaturation (15 s at 95 °C) and one-step annealing and elongation (30 s at 60 °C), with a Bio-Rad CFX Connect instrument (Bio-Rad, CA, USA) was used. The fold change expression levels were normalized to the expression levels of the media control and reference genes (*RPLPO* & *B2M*) using Bio-Rad CFX Manager 3.1. Statistical analysis was done using SigmaPlot (Version 14.5) ANOVA and further analysis with Tukey’s multiple comparison test when ANOVA indicated significant differences were present. All data are shown in bar graphs were generated using GraphPad Prism (Version 9) as mean normalized fold expression ± SEM to compare transcriptional abundance of specific gene.

**Table 3:** Primers used for RT-PCR to determine gene expression in conditioned PD-THP-1 cells.

Gene	GenBank accession number	Primer sequence (5′–3′)
*ALDH1A2*	NM_003888.4	F: GATAGAGATGCCCGGCGAG
		R: GACGTCCCCTTTCTGAAGCA
*CD40*	NM_001250.6	F: GGCAGGCACAAACAAGACTG
		R: TGGCTTCTTGGCCACCTTTT
*CD103*	NM_002208	F: AGGTCATCTGCTCATGTTTCAGT
		R: GCTCCAAAGAGGTTCTCCCC
*IDO1*	NM_002164.6	F: GCCTGATCTCATAGAGTCTGGC
		R: TGCATCCCAGAACTAGACGTGC
*NFKB1*	NM_003998.3	F: GCAGCACTACTTCTTGACCACC
		R:TCTGCTCCTGAGCATTGACGTC
*NFKB2*	NM_001261403	F:CAGACGAGTGTGGTGAGCTT
		R: GCTTGTCTCGGGTTTCTGGA
*B2M*	NM_004048	F: GTGCTCGCGCTACTCTCTC
		R: GTCAACTTCAATGTCGGAT
*RPLPO*	NM_001002	F: GCAATGTTGCCAGTGTCTG
		R: GCCTTGACCTTTTCAGCAA

### Global H3/H4 histone acetylation and DNA methylation determination

Global H3 and H4 histone acetylation patterns in THP-1 monocytes following conditioning with the LrS was determined as previously described^13^ the EpiQuik Global Histone H4 (P-4009) and H3 (P-4008) Acetylation Kits following manufacturer’s protocols (EpiGentek). Global DNA methylation patterns were determined using the MethylFlash Methylated DNA Quantification kit (P-1034) following manufacturer’s protocols (EpiGentek). Briefly, total DNA was extracted from THP-1 monocytes conditioned with the LrS or culture medium controls over 24-, 48-, or 72-h, using the PureLink Genomic DNA Mini Kit (Invitrogen). A total of 100 ng of DNA was spotted onto strip wells and assayed for methylated DNA. A positive control consisting of a known amount of methylated DNA was included, and the percentage of methylated DNA was calculated by comparing treated and untreated controls. Statistical analysis was done using GraphPad Prism one-way ANOVA and Tukey’s multiple comparison test when the ANOVA indicated significant differences were present. All data are shown as the mean percentage of change in histone acetylation or methylated DNA ± SEM.

### Chemokine and cytokine profiling

Cytokine and chemokine profiling were performed using the Bio-Plex Pro™ 40-Plex Human Chemokine Panel (Bio-Rad #171ak99mr2) and the Bio-Plex Pro™ Human Inflammation Panel 1, 37-Plex (Bio-Rad #171AL001M), multiplexed on the same 96-well plate. Cytokine standards were serially diluted and chemokine profiling from all cell challenges was done following manufacturer’s instructions (Bio-Rad) with 4 biological replicates. Quality controls were also included to ensure the validity of the results obtained. The Bio-Plex Manager™ software was used to determine the concentration of the analytes within each sample using the generated standard curves and was expressed in pg/mL. Statistical analysis was done using GraphPad Prism’s one-way analysis of variance (ANOVA) and further analysis was done using Tukey’s multiple comparison test when the ANOVA indicated significant differences were present. All data are shown as the mean pg/mL ± standard error of the mean (SEM). Z-scores were determined and visualized using R version 4.0.0 and package Bioconductor to determine the overall impact of each challenge on cytokine and chemokine production from THP-1 monocytes. To quantify the cytokines produced by PD-THP-1 cells, supernatants were collected from all the treatment conditions mentioned above. IL-1Ra, TGF-β1, IL-10 and IL-8 were detected by following manufacturer protocols of the ELISA kits (R&D Systems, Minneapolis, MN). ELISA plates were read at a 450 nm wavelength using a Synergy HTTR microplate reader (Bio-Tek Instrumentation, VT, USA). Data was collected with the KC4 program for windows (Bio-Tek) and compiled using Microsoft Excel (Microsoft Corp., Redmond, Washington, USA). Each cytokine concentration for the different treatments was generated from a standard curve and expressed in pg/mL. Statistical analysis was done using SigmaPlot (Version 14.5) ANOVA and further analysis was done using Tukey’s multiple comparison test when ANOVA indicated significant differences were present. All data are shown in bar graphs were generated using GraphPad Prism as the mean pg/mL ± SEM to examine for the functional capacity of treatments in PD-THP-1 cells.

### Morphological characterization

Morphological changes in THP-1 human monocytes conditioned with the LrS were determined by staining actin filaments with phalloidin-CF568 (Biotum Inc. Cat. # 00044-T) following manufacturing protocols. PD-THP-1 cells were conditioned with RA and LrS for 48 h, and actin filaments were subsequently stained with phalloidin-CF488 (Biotum Inc. Cat. # 00042-T) following manufacturing protocols. Briefly, following conditioning, cells were fixed with 3.75% formaldehyde, permeabilized with 0.5% Triton X-100, and stained with phalloidin-CF568 (THP-1 cells) and phalloidin-CF488 (PD-THP-1 cells) for 20 min at room temperature. Cells were counter-stained and mounted using ProLong™ Diamond Antifade Mountant with DAPI (ThermoFisher Cat #: P36966).

### Mitochondrial function assay

Mitochondrial activity through mitochondrial substrate utilization was determined using the Mitoplate S-1 system following manufacturer’s protocols (Biolog, Cat. # 14105). THP-1 human monocytes were seeded into a 96-well plate which was pre-coated with dried metabolic substrate probes at a final cell density of 40,000 cells per well. Saponin (100 µg/mL) was used as a permeability agent. Cells were treated with 20% LrS for 24 h and the amount of dye reduction was quantified by measuring the absorbance of the colour change at OD_590_. Fold changes in the utilization of the different metabolic substrates was determined by comparing the absorbance readings of LrS treated cells to an untreated control.

### Analysis of protein lysine acetylation

Protein lysine acetylation in THP-1 human monocytes conditioned with the LrS for 24-, 48-, and 72-h was done using two-dimensional western blot and peptide mass fingerprinting analyses. Cell pellets were harvested following the different conditioning time points, supernatant decanted, and immediately frozen at − 80 °C prior to shipping to Applied Biomics (California, USA) for processing. Anti-acetyl lysine antibodies (Acetylated Lysine Monoclonal Antibody (1C6) Catalog # MA1-2021 from ThermoFisher) were used to detect proteins with acetylated lysine residues and a fold change > 5.0 between the LrS conditioned and corresponding medium controls was chosen as a cut-off for subsequent protein identification using peptide-mass fingerprinting.

### Flow cytometry

Differential cell-surface marker expression of THP-1 s conditioned with the LrS or medium controls was determined using a BD Accuri C6 flow cytometer (Table 4). THP-1 monocytes conditioned with the LrS and PD-THP-1 cells were conditioned with RA, LrS and RA and LrS for 72-h as described above. Media controls were included for all experiments. Following conditioning, 1 × 10^6^ cells were re-suspended in D-phosphate buffered saline (D-PBS) and cells were stained with the viability dye 7-AAD (Tonbo, 13-6993) for 10 min on ice while protected from light. Cells were washed with 1 mL of cell staining buffer (CSB) (4% calf serum, 5 mM EDTA in D-PBS) and centrifuged for 5 min at 400×*g* (4 °C). Immediately following viability staining, non-specific Fc-mediated interactions were blocked by the addition of 100 µL of blocking buffer (10% calf serum (heat inactivated) in D-PBS) to the cell suspension for 10 min. Anti-human FITC CD11c, anti-human APC CD11b, and anti-human PE CD86 or anti-human APC CD64 and anti-human PE CX_3_CR1 were added to the THP-1 cell suspension followed by incubation on ice and protected from light for 30 min. Similarly, anti-human APC CD11b and anti-human PE CD83 or anti-human APC CD64, anti-human FITC CD80 and anti-human PE CD86 or anti-human APC CD103 and anti-human APC CD11c or anti-human PE CD209/DC-SIGN (Dendritic cell-specific intercellular adhesion molecule-3 grabbing non-integrin) were added to the PD-THP-1 cell suspension. Cells were washed with CSB as described above, resuspended in 100 µL of fixation buffer (4% paraformaldehyde-PBS) and incubated for 30 min at room temperature protected from light. Data acquisition was done using the BD Accuri Plus flow cytometer and corresponding software package. 30,000 viable cells (as determined by incorporation of 7-AAD viability dye (Tonbo 13-6993) were acquired for each experiment and subsequent analysis was done using FlowJo v.10 software.

**Table 4:** Antibodies used for flow cytometry analysis.

Name	Manufacturer	Cat. No	Clone	Working concentration
Anti-human APC CD11b	Tonbo	20-0118	ICRF44	0.2 μg/test
Anti-human APC CD11c	Tonbo	20-0116	3.9	0.05 μg/test
Anti-human FITC CD11c	Tonbo	35-0116	3.9	0.2 μg/test
Anti-human APC CD64	BioLegend	305013	10.1	0.04 μg/test
Anti-human APC CD103	BioLegend	350215	Ber-ACT8	0.05 μg/test
Anti-human FITC CD80	BioLegend	305205	2D10	0.08 μg/test
Anti-human PE CD83	BioLegend	305307	HB15e	0.2 μg/test
Anti-human PE CD86	BioLegend	305405	IT2.2	0.02 μg/test
Anti-human PE CD209	BioLegend	330105	9E9A8	0.1 μg/test
Anti-human PE CX_3_CR1	BioLegend	341611	2A9-1	0.02 μg/test

### Supplementary Information

Supplementary Information.

## Data Availability

All relevant data are contained within the article except for the microarray data which has been submitted to the National Center for Biotechnology Information’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE225273.

## Abbreviations

APC: Antigen-presenting cells
CCL: Chemokine (C-C motif) ligand
CD: Cluster of differentiation
CXCL: Chemokine (C-X-C motif) ligand
FABP4: Fatty Acid Binding Protein-4
IDH: Isocitrate dehydrogenase
IL-#: Interleukin-#
IL1R2: Interleukin 1 Receptor Type 2
IL4I1: IL-4-induced gene 1
LAB: Lactic acid bacteria
LPS: Lipopolysaccharide
LrS: *Lacticaseibacillus rhamnosus* R0011 secretome
PD-THP-1: PMA-differentiated cells
PGAM1: Phosphoglycerate mutase 1
PMA: Phorbol 12-myristate 13-acetate
PRR: Pattern recognition receptor
RA: Retinoic acid
SOD2: Mitochondrial manganese superoxide dismutase
TDO2: Tryptophan 2,3-dioxygenase
TNFα: Tumor necrosis factor α

# Supplementary material for: A Lacticaseibacillus rhamnosus secretome induces immunoregulatory transcriptional, functional and immunometabolic signatures in human THP-1 monocytes
**Source:** Sci Rep. 2024 Apr 10;14:8379. doi: 10.1038/s41598-024-56420-8
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supporting Information**

***Lacticaseibacillus rhamnosus* R0011 secretome induces temporal transcriptional, functional, and immunometabolic signatures in human THP-1 monocytes consistent with M2 immunoregulatory macrophage activity**

Michael P. Jeffrey^1^, Lin Saleem^1, 4^, Chad W. MacPherson^2^, Thomas A. Tompkins^3^, Sandra T. Clarke^4, 1^ & Julia M. Green-Johnson^1^

**Figure S1**. Cytokine profiles from THP-1 human monocytes conditioned with the LrS or L-Lactic Acid matched controls for 24, 48, or 72 hours. Data shown is the mean cytokine production (pg/mL) ± SEM (n = 4). Significant differences between treatments were determined by one-way ANOVA and Tukey’s post-hoc test and are indicated by * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001.

**Figure S2**. Chemokine profiles from THP-1 human monocytes conditioned with the LrS or L-Lactic Acid matched controls for 24, 48, or 72 hours. Data shown is the mean chemokine production (pg/mL) ± SEM (n = 4). Significant differences between treatments were determined by one-way ANOVA and Tukey’s post-hoc test and are indicated by * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001.

**Figure S3**. Cytokine profiles from THP-1 human monocytes conditioned with the LrS (20% v/v) for 72-hours followed by challenge with LPS (125ng/mL) or LPS alone for 6 hours. Data shown is the mean cytokine production (pg/mL) ± SEM (n = 4). Significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. or **** *p* < 0.0001 as determined by one-way ANOVA and Tukey’s post-hoc test.

**Figure S4**. Chemokine profiles from THP-1 human monocytes conditioned with the LrS (20% v/v) or media control for 72-hours followed by challenge with LPS (125ng/mL) for 6 hours. Data shown is the mean chemokine production (pg/mL) ± SEM (n = 4). Significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. or **** *p* < 0.0001 as determined by one-way ANOVA and Tukey’s post-hoc test.

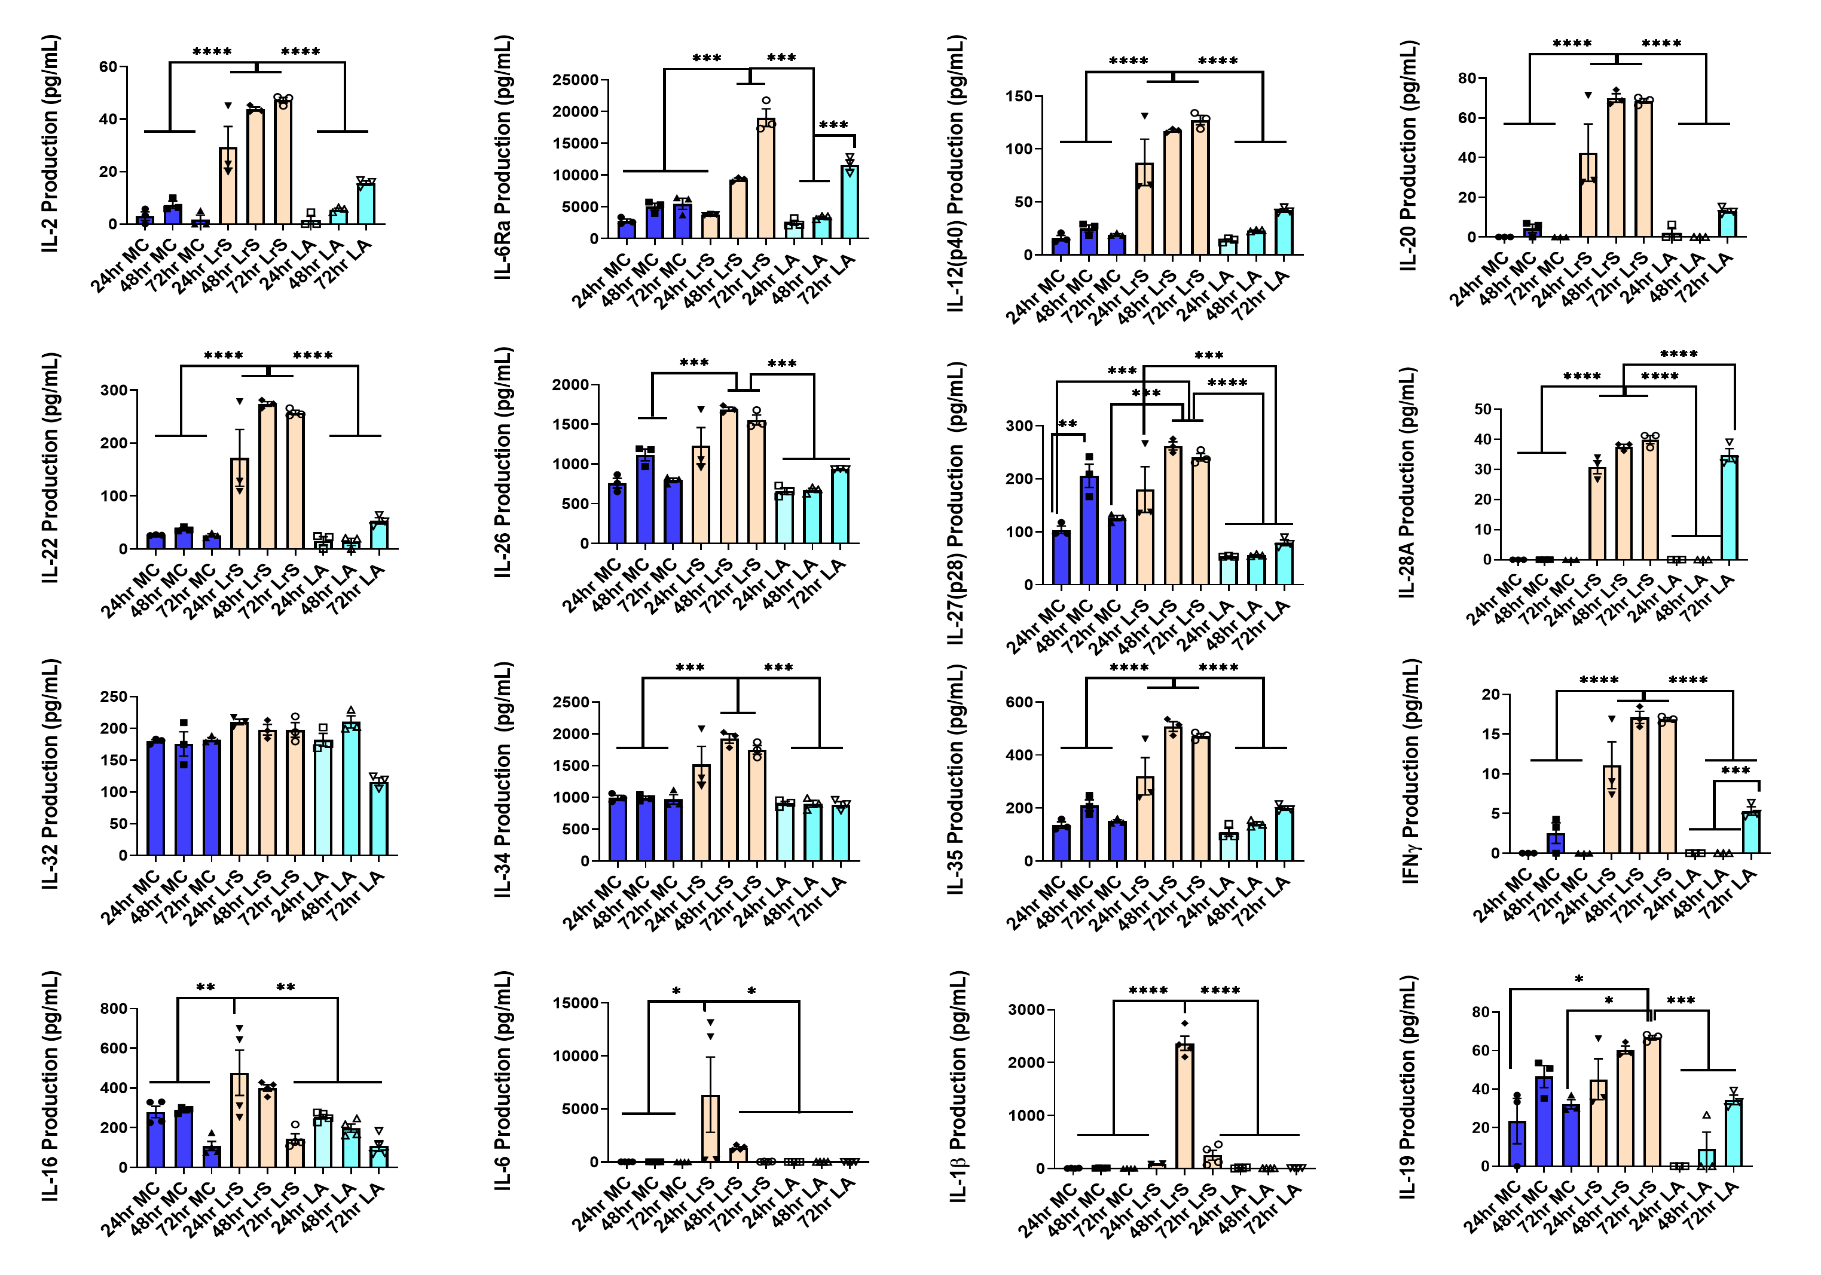

**Figure S1**. Cytokine profiles from THP-1 human monocytes conditioned with the LrS or L-Lactic Acid matched controls for 24, 48, or 72 hours. Data shown is the mean cytokine production (pg/mL) ± SEM (n = 4). Significant differences between treatments were determined by one-way ANOVA and Tukey’s post-hoc test and are indicated by * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001.

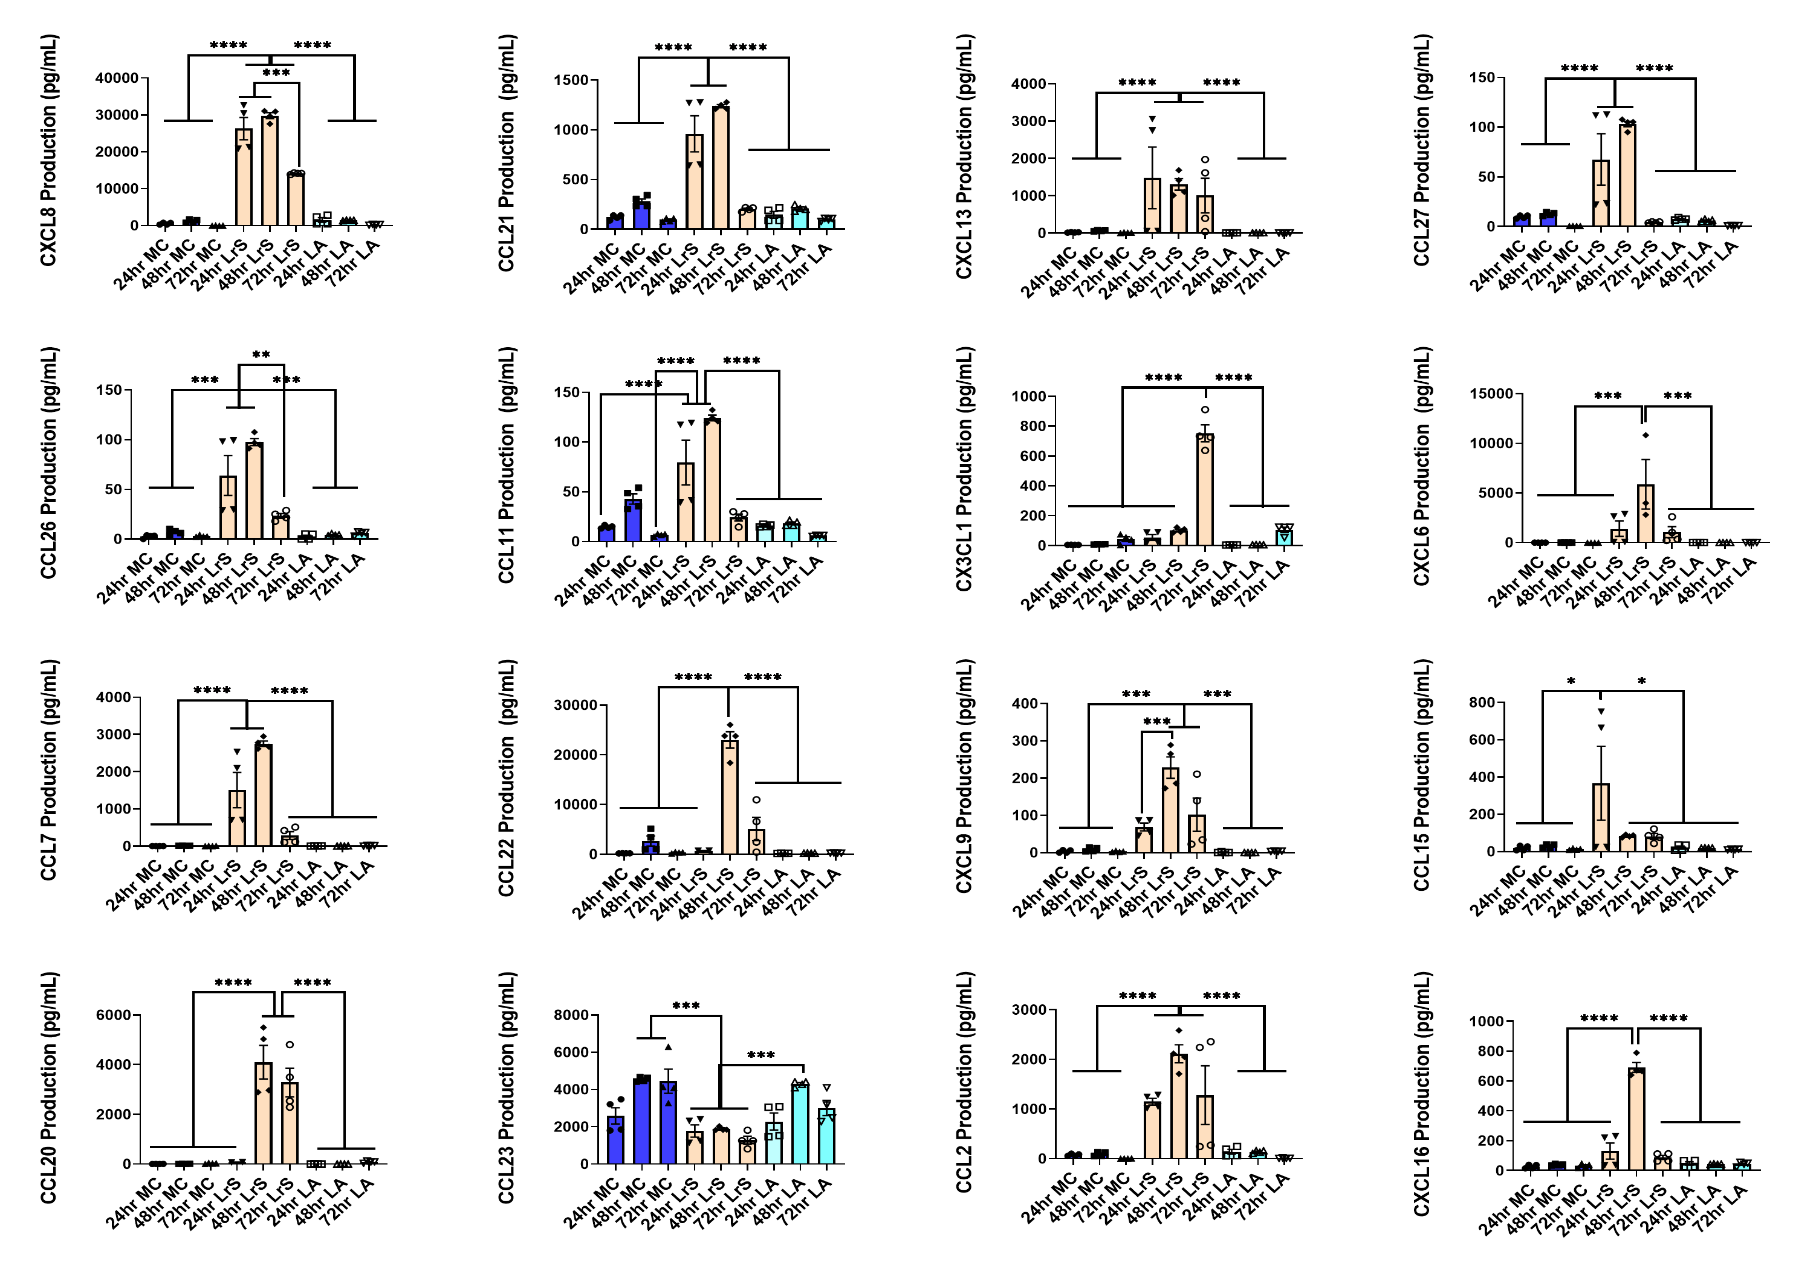

**Figure S2**. Chemokine profiles from THP-1 human monocytes conditioned with the LrS or L-Lactic Acid matched controls for 24, 48, or 72 hours. Data shown is the mean chemokine production (pg/mL) ± SEM (n = 4). Significant differences between treatments were determined by one-way ANOVA and Tukey’s post-hoc test and are indicated by * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, or **** *p* < 0.0001.

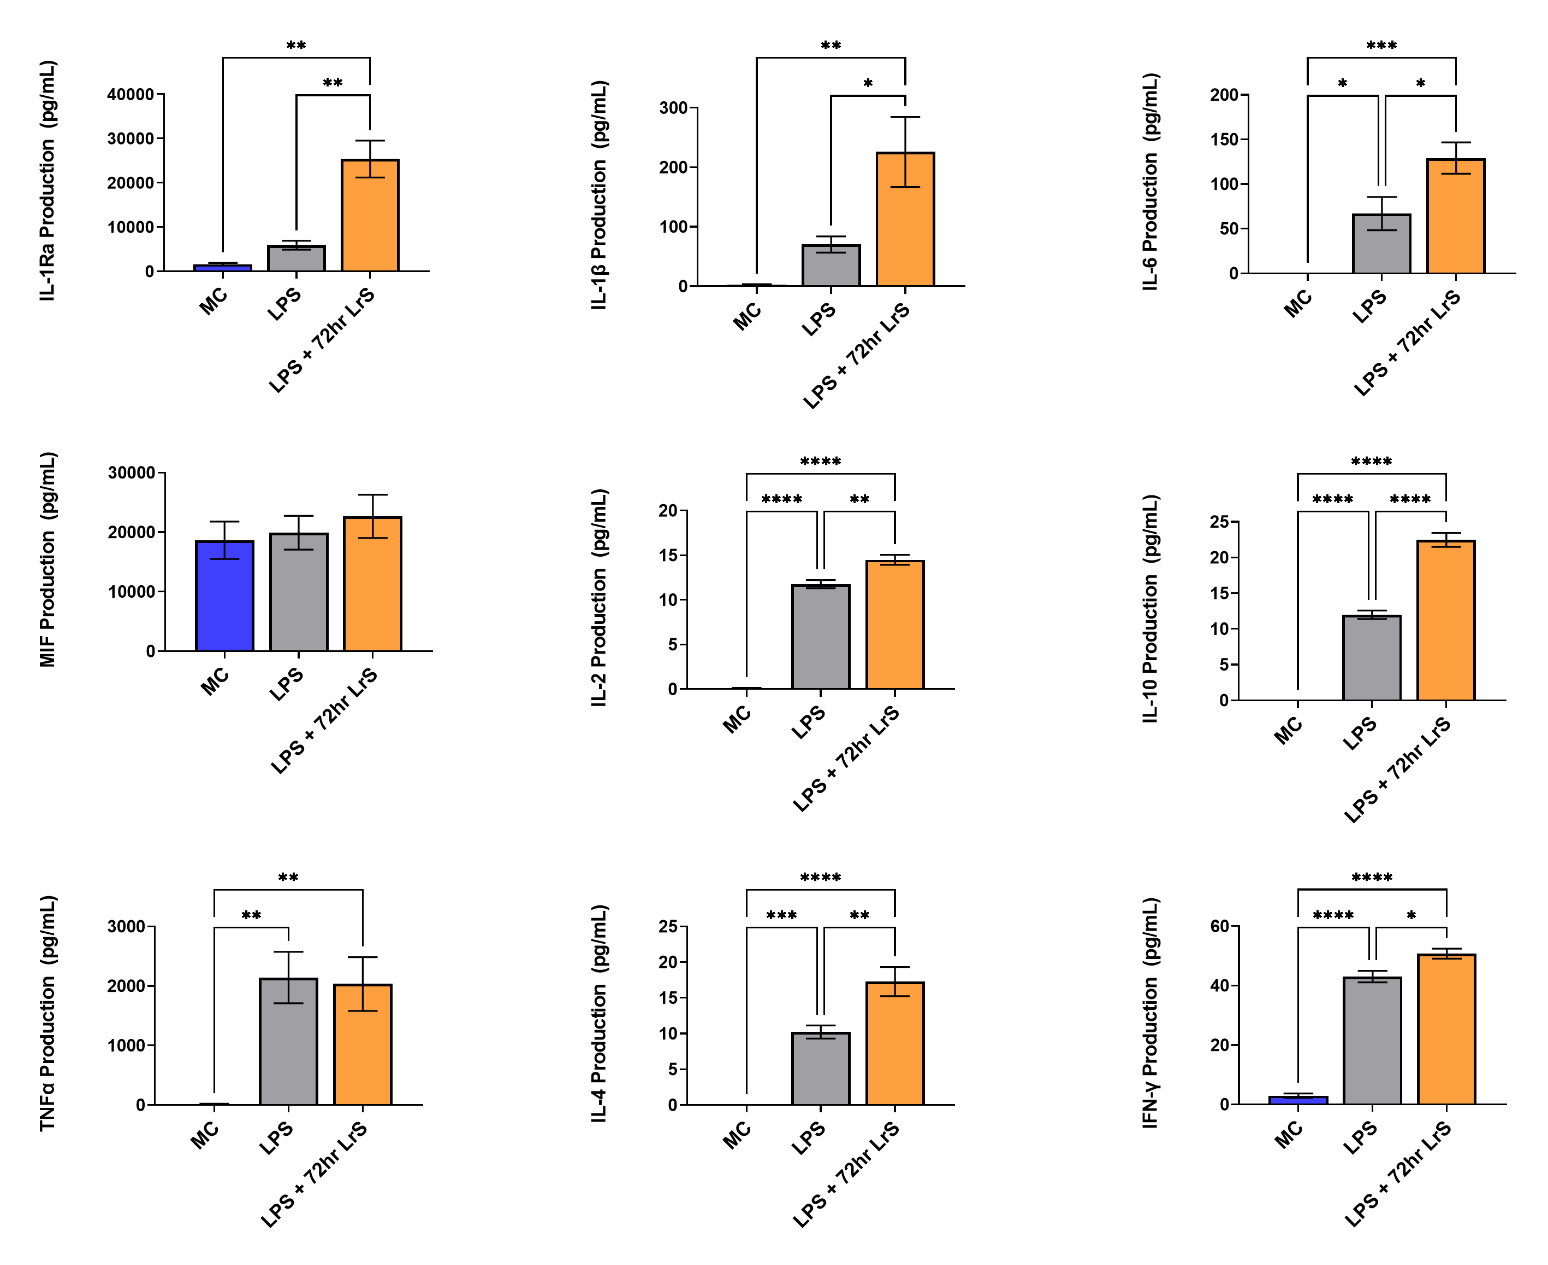

**Figure S3**. Cytokine profiles from THP-1 human monocytes conditioned with the LrS (20% v/v) for 72-hours followed by challenge with LPS (125ng/mL) or LPS alone for 6 hours. Data shown is the mean cytokine production (pg/mL) ± SEM (n = 4). Significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. or **** *p* < 0.0001 as determined by one-way ANOVA and Tukey’s post-hoc test.

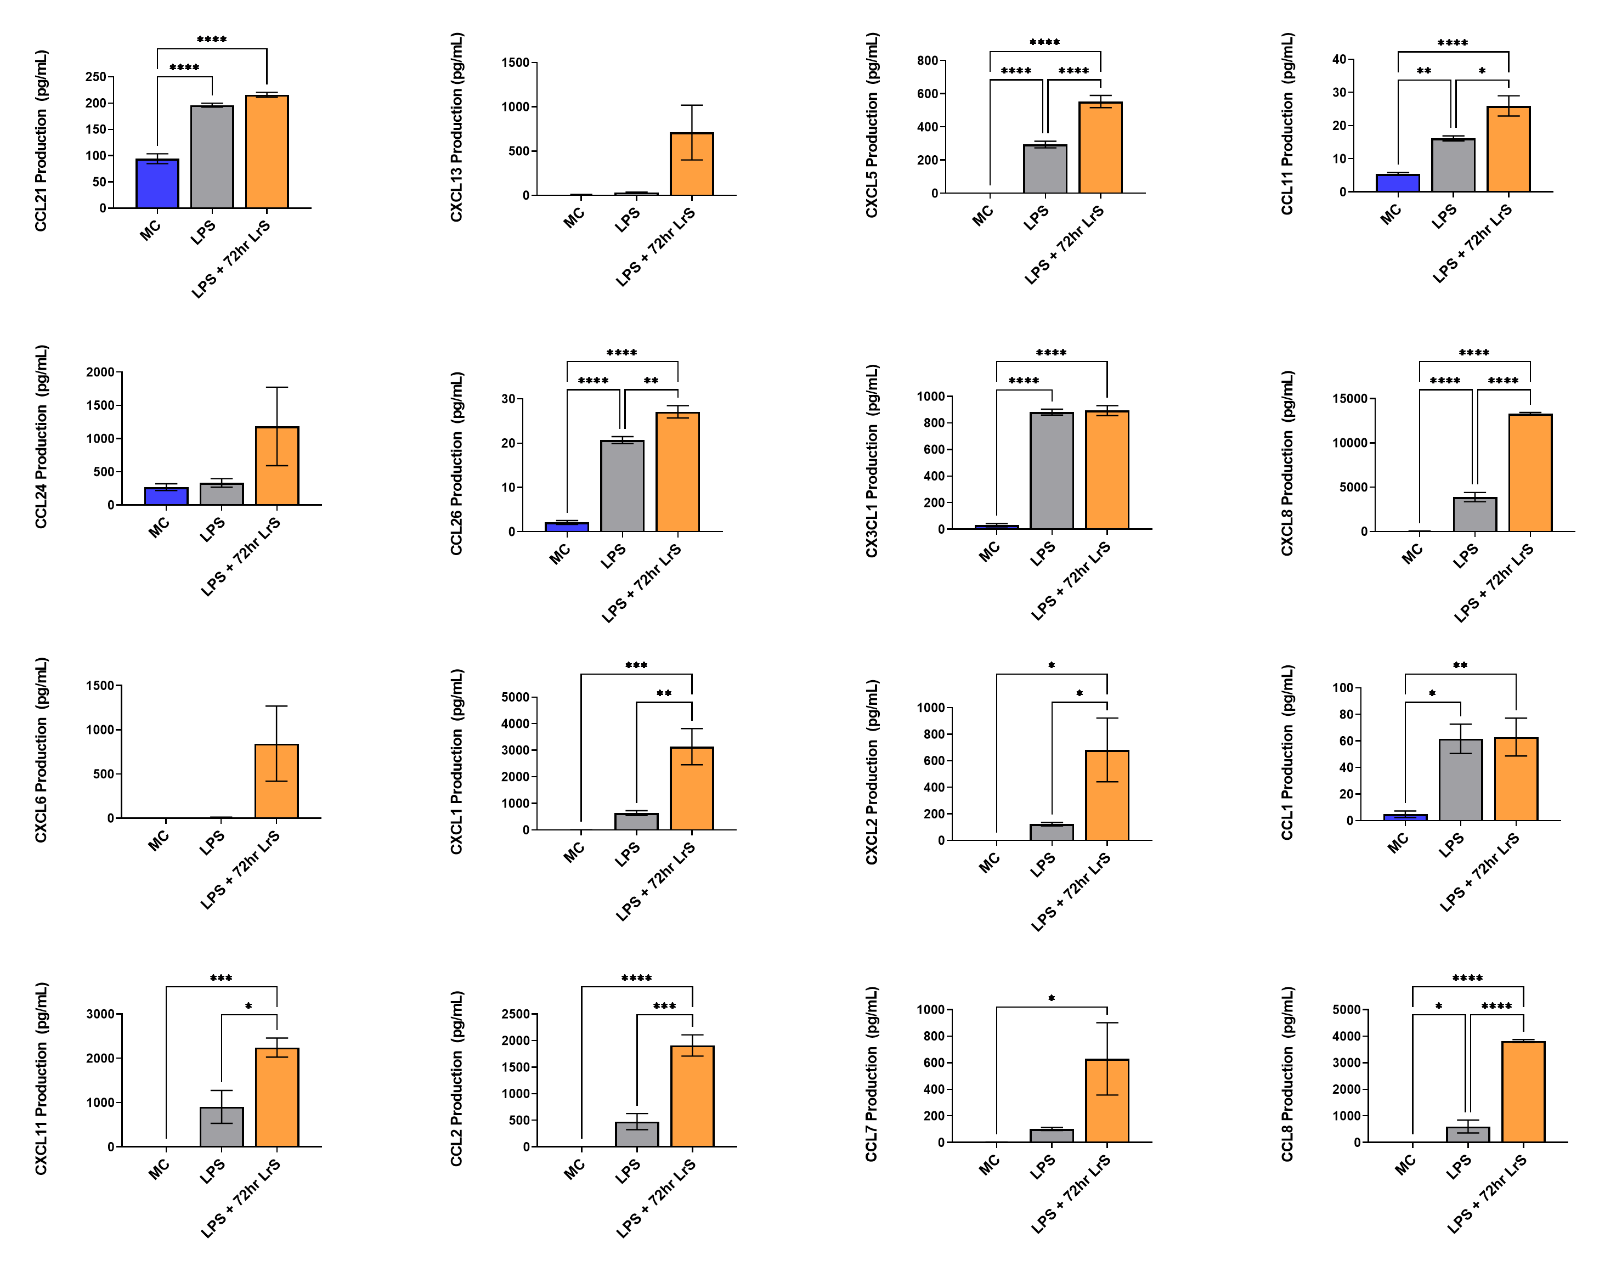

**Figure S4**. Chemokine profiles from THP-1 human monocytes conditioned with the LrS (20% v/v) or media control for 72-hours followed by challenge with LPS (125ng/mL) for 6 hours. Data shown is the mean chemokine production (pg/mL) ± SEM (n = 4). Significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. or **** *p* < 0.0001 as determined by one-way ANOVA and Tukey’s post-hoc test.

How the deposited data were processed for this re-analysis (not part of the article)

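THP-1 cells were measured on 32 two-colour whole-genome oligonucleotide arrays, 4 for each of 8 groups: LrS for 24, 48 and 72 h, LA for 24, 48 and 72 h, LPS, and LrS for 72 h followed by LPS. On each array the treated culture and an untreated control culture are hybridized together, the treated one in Cy5 on replicates 1 and 2 and in Cy3 on replicates 3 and 4. Conditions, dyes and replicate numbers were taken from the labels of the deposited samples. LrS was given at 20% v/v. The methods give 6 h of LPS at 100 ng/mL.

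The deposited scanner tables hold log2 signal medians and means of both channels, already background-corrected over the whole array and normalized by Lowess within the array by the authors in ImaGene, per the file headers and the methods. The deposited log2 ratio tables hold the difference of the log2 medians turned to treated over control, with spots that carry a quality mark left empty. These ratios were checked against the scanner tables for every array. No spot signal from before these steps is in the deposit, so background correction and scaling within arrays were taken as the authors made them.

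Each array holds 43118 gene spots of 34127 probes, and 153 negative control spots. The platform annotation used gives 1 gene symbol for 26781 probes, several for 0 and none for 7346. Probes without one stay unnamed and out of counts of genes, though the scanner tables carry a current gene symbol for 1135 of them. Some genes the study names are not reported here. Symbols were brought up to date through Entrez identifiers for 26668 probes, and 0 changed. Spots of the same probe were averaged (999 probes, at most 10 spots). Spots the software marked as poor were left out, unless their mean log2 signal reached the scanner ceiling of 15.9, a rule added after the signals were seen. A probe counted as measured on an array when at least 0.5 of its spots carried no mark for dim signal, and probes measured on at least 3 of 4 arrays of at least 1 group were tested. Of several probes of a gene the one with the highest mean signal stands for it. This leaves 17279 genes, 4065 of them with more than 1 probe, and 1.42% missing values. A fold is given as a lower bound where 1 channel lay under the floor on all arrays of a group, the floor being the mean of the negative controls plus 2 SD.

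Signal differs between sessions of quantification. The median log2 signal of an array was 12.1 to 13.2 at 24 h, 11.4 to 13.0 at 48 h, 9.35 to 10.9 at 72 h and 9.49 to 10.2 for the LPS groups. Spots without any mark made up 54.7% (LA 72 h replicate 2) to 78.4% (LrS 24 h replicate 4) of gene spots. Under LrS and LA alone, replicates that share a dye orientation correlate more across genes than replicates that do not: for LrS at 48 h 0.918 and 0.897 within orientations and a mean of 0.343 across them, for LrS at 72 h 0.466, 0.649 and 0.173. In the LPS groups they differ little: 0.686, 0.572 and 0.582 for LPS, and 0.648, 0.622 and 0.616 for LrS and LPS. The SD printed beside a group mean holds this difference, of which the dye term of the fit takes out the part common to all groups.

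Ratios of all 32 arrays were fitted together in R 4.3.3 by least squares with limma 3.58.1: 1 coefficient for each group, a dye term for each gene, and variances moderated across genes (prior degrees of freedom 8.12). Comparisons were each group against its controls and 7 contrasts: LrS against LA at each time, LrS between successive times, and LrS with LPS against LPS and against LrS alone. A gene needed values on at least 2 arrays of each group compared. Genes passed at an adjusted p (Benjamini-Hochberg) under 0.05 and a change over 1.5-fold. Gene lists, 29 of them written from general knowledge of the pathways, were tested with camera at a correlation between genes of 0.01 and again with the correlation estimated from the data. The gene sets of the study itself were not at hand. The size of a response was also measured as the mean over genes of the squared log2 change less its squared standard error.

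Numbers of the arrays pair LrS with LA of the same time, since the labels give them the same control culture. For each contrast the correlation of residuals between arrays of the same number was measured, and a contrast counted as paired in the data when the lowest exceeded 0.1: 0.486 to 0.652 for LrS against LA at 48 h, 0.184 to 0.501 at 72 h and 0.00358 to 0.187 at 24 h. Arrays of other numbers in the same dye orientation correlate to a similar degree (mean 0.500 at 48 h), so the number was kept out of the fit and used as a block in an alternative.

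The fit was tested on simulated data with the spread of each gene and independent noise on each array. Correlation within a dye orientation, between arrays with the same control and between genes was left out. The other genes called below therefore say little about false calls in the real arrays. For LrS at 48 h it called 87 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, with 5 other genes of 17206 called. For LrS with LPS against LPS it called 61 of 100 and 98 of 99, with 15 others.

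Genes named in the text are, for each comparison, among the 10 with the largest rise and the 10 with the largest fall whose arrays all moved the same way, among the 67 genes the study names (63 measured), among the 4 members of a list that moved furthest, or among the genes of the proteins in Fig. 3 and Fig. 4. Among those candidates, the ones printed were picked after their values were seen, and genes whose call rests on 1 array or whose probes disagree were passed over or printed with those values. The groups, comparisons, tests, filter, lists, this rule and most alternatives were fixed before the data were examined. Alternatives fixed then were the deposited ratios, scaling between arrays, no dye term, no filter or a stricter one, the mean over probes of a gene, array weights, no fold threshold, only the arrays of the comparison, a replicate block, the methods' t-test, an estimated correlation for lists, and each array left out in turn. Added after the signals were seen were the signal mean, each array centred on its median, only arrays of 1 dye orientation, and only arrays of 1 session.

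Left out were control spots, probes without a gene name from counts of genes, and the protein, acetylation, methylation and flow cytometry data of the paper, which the deposit does not hold. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.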

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

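Contrasts and gene lists were planned, while which lists hold genes whose transcripts the paper does not report was decided after the tests of the lists had been seen.

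MMP9 stood out on LrS 72 h replicate 1, at log2 3.00 against 3.59 to 3.61 on the other arrays, a gap of 0.973 of the range of the group. SLPI stood out on the same array, at log2 -2.50 against -1.66 to -1.55 on the other arrays (gap 0.877), and TOP2A on LrS 48 h replicate 2, at log2 -2.13 against -1.93 to -1.89 on the other arrays (gap 0.836). Each of these rose or fell on all 4 arrays of its group. IL10RB, which did not pass at 24 h of LrS, stood out there on replicate 4, at log2 1.45 against -0.26 to 0.00 on the other arrays (gap 0.844). An array far from the other 3 was found in 4 of 149 sets of arrays tested, where chance gives about 1 in 20, and no explanation was tested. The 149 hold measures of array quality beside the named genes, and the 4 are all of named genes.

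Cholesterol synthesis genes differed between times of LrS by a direct test of the contrast. From 24 to 48 h the list had a median of log2 -0.91 and 12 of 20 genes were lower (camera adjusted p = 6.8e-16, 3.6e-06 with an estimated correlation), ACAT2 to log2 -1.47 ± 0.24 (standard error, 4 arrays per group). From 48 to 72 h the median was log2 0.83 and 16 of 20 were higher (camera adjusted p = 3.2e-10, 1.5e-04 estimated), DHCR7 by log2 1.84 ± 0.23 and TM7SF2 by 1.81 ± 0.26. The 24 and 48 h arrays share a session. The 72 h arrays do not, so session and time cannot be told apart in the return.

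Lists whose transcripts the paper does not report were shifted with either correlation setting. Over the 3 times, genes of oxidative stress and metal response were higher under LrS than under LA, with a median of log2 0.32: 6 of 20 were higher (camera adjusted p = 2.0e-07, 0.00337 estimated), SLC7A11 by log2 2.31 ± 0.32 and SOD2 by 1.39 ± 0.19 (standard error, 12 arrays per side). The paper treats SOD2 as an acetylated protein. LXR targets were higher in conditioned cells given LPS than in cells given LPS alone, with a median of log2 0.86: 4 of 14 were higher (8 when adjusted over the list alone, camera adjusted p = 1.1e-09, 0.00357 estimated), NR1H3, which encodes the receptor LXR alpha, by log2 1.71 ± 0.30, APOC1 by 1.67 ± 0.35 and APOE by 1.46 ± 0.28 (4 arrays per group). APOC1 no longer passed without LrS 72 h + LPS replicate 4 (1.24), nor APOE without LrS 72 h + LPS replicate 1 (1.03). Whether the shift was there before LPS is not answered by that contrast, and no explanation was tested. Time in culture before LPS may also differ between these groups.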

How the results depend on the processing

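The fits to 1 dye orientation, to 1 session, to signal means and to median-centred arrays were chosen after the data were seen, and every other alternative was planned.

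No named gene that passed changed direction under the alternatives run. Of 3226 values, 3159 stayed on the same side of the threshold, 48 no longer passed and 19 newly passed. Named genes were picked after their values were seen, and those resting on 1 array or on disagreeing probes were passed over or printed as such. The tally therefore says little about genes not named. Of 446 counts and sizes under alternatives, 326 stayed within 1.5-fold or 1 SD and 120 did not. For the counts that moved, the cause was not tested, except that leaving out arrays, a stricter filter, a block or a fit to 1 comparison uses fewer arrays, genes or degrees of freedom by construction, and no fold threshold admits more genes by construction. Scaling to the same spread also stretches ratios of arrays with a small spread and shrinks those with a large one by construction.

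With arrays scaled to the same spread the number of genes changed was 1703 for LrS 48 h, 826 for LrS 72 h, 588 for LA 24 h, 803 for LA 48 h, 104 for LA 72 h, 1269 for LrS against LA 24 h, 1551 for LrS against LA 48 h, 130 for LrS against LA 72 h, 167 for LrS 48 h against LrS 24 h and 566 for LrS 72 h against LrS 48 h. With array weights the number of genes changed was 84 for LA 24 h, 1188 for LA 48 h, 72 for LA 72 h, 6154 for LrS against LA 48 h, 135 for LrS against LA 72 h, 3745 for LrS 48 h against LrS 24 h and 4338 for LrS 72 h against LrS 48 h. With no fold threshold the number of genes changed was 3521 for LA 48 h, 3234 for LPS and 3542 for LrS 72 h + LPS. With no dye term the number of genes changed was 7 for LA 72 h and 255 for LrS 72 h + LPS against LPS. With only the arrays of the comparison in the fit the number of genes changed was 0 for LA 24 h, 22 for LA 72 h, 209 for LrS against LA 72 h and 198 for LrS 72 h + LPS against LPS. With genes above background on all arrays the number of genes changed was 30 for LrS against LA 72 h. With the replicate number as a block the number of genes changed was 336 for LrS against LA 24 h, 219 for LrS against LA 72 h, 89 for LrS 48 h against LrS 24 h, 891 for LrS 72 h against LrS 48 h and 258 for LrS 72 h + LPS against LPS.

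With the methods' t-test at unadjusted p the number of genes changed was 2691 for LrS 48 h, 109 for LA 24 h, 884 for LA 48 h, 83 for LA 72 h, 1253 for LrS against LA 24 h, 435 for LrS against LA 72 h, 1072 for LrS 72 h + LPS against LPS and 1019 for LrS 72 h + LPS against LrS 72 h. With that t-test after Benjamini-Hochberg adjustment the number of genes changed was 0 for LrS 24 h, 558 for LrS 48 h, 0 for LrS 72 h, 0 for LA 24 h, 0 for LA 48 h, 0 for LA 72 h, 104 for LPS, 3 for LrS 72 h + LPS, 149 for LrS against LA 24 h, 1222 for LrS against LA 48 h, 0 for LrS against LA 72 h, 65 for LrS 48 h against LrS 24 h, 716 for LrS 72 h against LrS 48 h, 0 for LrS 72 h + LPS against LPS and 54 for LrS 72 h + LPS against LrS 72 h. Where it gave 0, the t-test at unadjusted p gave 1365 for LrS 24 h, 536 for LrS 72 h, 109 for LA 24 h, 884 for LA 48 h, 83 for LA 72 h, 435 for LrS against LA 72 h and 1072 for LrS 72 h + LPS against LPS, and limma gave 1929 for LrS 24 h, 515 for LrS 72 h, 23 for LA 24 h, 2033 for LA 48 h, 14 for LA 72 h, 66 for LrS against LA 72 h and 444 for LrS 72 h + LPS against LPS. Only the arrays of LA 24 h in the fit gave 0 as well, in limma. In the fit to all arrays 1182 of 17278 genes had an unadjusted p under 0.05 there, a share of about 0.05 being due to chance alone.

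With only arrays that carry the treated sample in Cy5 the number of genes changed was 1001 for LrS 72 h, 48 for LA 24 h, 715 for LA 48 h, 212 for LA 72 h, 308 for LrS against LA 24 h, 36 for LrS against LA 72 h, 3792 for LrS 48 h against LrS 24 h and 4857 for LrS 72 h against LrS 48 h. With only those in Cy3 the number of genes changed was 3419 for LrS 24 h, 7272 for LrS 48 h, 1089 for LrS 72 h, 208 for LA 24 h, 7239 for LA 48 h, 1038 for LA 72 h, 1627 for LrS against LA 24 h, 43 for LrS against LA 72 h, 3718 for LrS 48 h against LrS 24 h, 5659 for LrS 72 h against LrS 48 h and 250 for LrS 72 h + LPS against LPS. With only arrays of the same session the number of genes changed was 10 for LA 24 h, 67 for LA 72 h, 209 for LrS against LA 72 h and 198 for LrS 72 h + LPS against LPS.

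From the deposited ratios the mean squared change was 0.488 for LrS 48 h, 0.247 for LPS and 0.263 for LrS 72 h + LPS. With no filter the mean squared change was 0.367 for LrS 48 h, 0.176 for LPS and 0.194 for LrS 72 h + LPS. With an estimated correlation in camera 1 list passed for LrS with LPS against LPS, in place of 7.

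Over arrays left out in turn, the number of genes changed ran from 1381 to 2132 for LrS 24 h, 4066 to 4396 for LrS 48 h, 264 to 463 for LrS 72 h, 5 to 14 for LA 24 h, 803 to 3327 for LA 48 h, 1 to 7 for LA 72 h, 1994 to 2217 for LPS, 1894 to 2506 for LrS 72 h + LPS, 405 to 937 for LrS against LA 24 h, 3164 to 4531 for LrS against LA 48 h, 27 to 71 for LrS against LA 72 h, 678 to 1115 for LrS 48 h against LrS 24 h, 2251 to 2662 for LrS 72 h against LrS 48 h, 203 to 558 for LrS 72 h + LPS against LPS and 336 to 540 for LrS 72 h + LPS against LrS 72 h. Genes shared by LrS 72 h and LPS ran from 127 to 238, and lists passing from 20 to 21 for LrS against LA over all times and 7 to 10 for LrS 72 h + LPS against LPS. The mean squared change ran from 0.144 to 0.204 for LrS 24 h, 0.416 to 0.436 for LrS 48 h, 0.0426 to 0.0723 for LrS 72 h, 0.0111 to 0.0199 for LA 24 h, 0.0790 to 0.194 for LA 48 h, 0.00204 to 0.0222 for LA 72 h, 0.191 to 0.224 for LPS and 0.202 to 0.257 for LrS 72 h + LPS.

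Not run were no background correction, background subtraction, median centring in place of loess, since the deposited signals are already corrected and scaled, and slide or scan day as a block, since the files name no slide and each day of quantification holds whole groups. Single genes were not computed with scaling between arrays, array weights or no filter. Signal over background limits what can be said of genes near the floor, such as IL1R2, whose fold at 24 h is a bound, and of genes at the ceiling: up to 9.64% of the gene spots of an array were at it, and ENO1 and ALDOA were there in either channel at 24 and 48 h of LrS, so a change in them could not be measured. Up to 41.8% of the gene spots of an array were marked dim.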

Differences from the paper's values

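Fits to 1 dye orientation, to 1 session, to signal means and to median-centred arrays, and looks at single further probes, were tests chosen after the values were seen, and the other alternatives were set before the data were examined.

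For 48 h of LrS the paper gives 4126 genes changed, against 4087 here with an adjusted p. The methods' t-test at unadjusted p gave 2691, beyond 1.5-fold of the paper's count. Counts here are of named genes with 1 probe each. The paper gives 813 genes changed at 72 h of LrS, against 515 here. It states a t-test p under 0.05 and 1.5-fold as thresholds, without saying whether the p was adjusted, and the p used here is adjusted. Within 1.5-fold of the paper's count were 826 with arrays scaled to the same spread, 683 with array weights, 643 with no fold threshold and 591 with only the arrays of the comparison. The scaled count rests on ratios changed by the scaling. Beyond it were 468 with the deposited ratios, 385 with no dye term, 499 with no filter, 509 with the mean over probes, 442 with genes above background on all arrays, 536 with the methods' t-test at unadjusted p, 0 with that t-test after Benjamini-Hochberg adjustment, 264 without LrS 72 h replicate 1, 463 without LrS 72 h replicate 2, 346 without LrS 72 h replicate 3 and 425 without LrS 72 h replicate 4. Of fits chosen after seeing the values, the session of these arrays alone gave 681, Cy5 arrays alone 1001 and Cy3 arrays alone 1089, within 1.5-fold of the paper's count, and each kept all 10 of the genes the paper names that are printed here as passing at 72 h. Signal means gave 501 and centred medians 515.

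Of these, the paper gives 271 lower, against 146 here. Within 1.5-fold were 298 with arrays scaled to the same spread, 224 with array weights and 214 with no fold threshold. Beyond it were 134 with the deposited ratios, 107 with no dye term, 144 with no filter, 139 with the mean over probes, 173 with only the arrays of the comparison, 126 with genes above background on all arrays, 157 with the methods' t-test at unadjusted p, 0 with that t-test after Benjamini-Hochberg adjustment, 78 without LrS 72 h replicate 1, 152 without LrS 72 h replicate 2, 89 without LrS 72 h replicate 3 and 112 without LrS 72 h replicate 4. After the values were seen, the session of these arrays alone gave 205 and Cy3 arrays alone 320, within 1.5-fold of the paper's, while Cy5 arrays alone gave 519, signal means 146 and centred medians 132.

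For genes raised by LA at 24 h, the paper shows about 100 in Fig. 1B, read by eye, against 10 here, with all 15 alternatives set beforehand (0 to 332) beyond 1.5-fold. Of the fits chosen after seeing the values, Cy3 arrays alone (80) came within 1.5-fold. For genes lowered by LA at 24 h, it shows about 75 in Fig. 1B, read by eye, against 13 here, with all 15 alternatives set beforehand (0 to 256) beyond 1.5-fold. None of the 5 fits chosen after seeing the values came within 1.5-fold. At p under 0.05 without adjustment and 1.5-fold, the methods' t-test gave 65 raised and 44 lowered.

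For genes raised by LA at 48 h, the paper shows about 400 in Fig. 1B, read by eye, against 1216 here, with 584 with arrays scaled to the same spread within 1.5-fold and the other 14 alternatives set beforehand (0 to 2076) beyond it. Of the fits chosen after seeing the values, Cy5 arrays alone (405) came within 1.5-fold. For genes lowered by LA at 48 h, it shows about 140 in Fig. 1B, read by eye, against 817 here, with 195 with the methods' t-test at unadjusted p and 173 without LA 48 h replicate 3 within 1.5-fold and the other 13 alternatives set beforehand (0 to 1598) beyond it. None of the 5 fits chosen after seeing the values came within 1.5-fold. At p under 0.05 without adjustment and 1.5-fold, the methods' t-test gave 689 raised and 195 lowered. The paper names no gene for LA, so genes dropped could not be counted.

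For genes raised by LA at 72 h, the paper shows about 80 in Fig. 1B, read by eye, against 6 here, with all 15 alternatives set beforehand (0 to 51) beyond 1.5-fold. Of the fits chosen after seeing the values, Cy5 arrays alone (70) came within 1.5-fold. For genes lowered by LA at 72 h, it shows about 60 in Fig. 1B, read by eye, against 8 here, with 53 with arrays scaled to the same spread and 45 with the methods' t-test at unadjusted p within 1.5-fold and the other 13 alternatives set beforehand (0 to 30) beyond it. None of the 5 fits chosen after seeing the values came within 1.5-fold. At p under 0.05 without adjustment and 1.5-fold, the methods' t-test gave 38 raised and 45 lowered.

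For TWIST1 at 48 h of LrS the paper gives 3.7-fold, against 2.05-fold here. The mean over probes of the gene gave 2.76-fold, within 1.5-fold of the paper's, and the other 8 alternatives set beforehand (2.01 to 2.14), arrays left out included, lay beyond it. A further probe of TWIST1, looked at after the values were seen, gave 3.71-fold. For KMO the paper gives 11.9-fold, against 1.29-fold here, and none of the 9 alternatives set beforehand (1.09 to 3.92) came within 1.5-fold. The mean over probes of KMO gave 3.92-fold and passed (adjusted p = 2.9e-13; 2.9e-13 to 0.742 over all alternatives). Looked at after the values were seen, Cy5 arrays alone also called KMO (log2 1.12, adjusted p = 7.8e-05) and a further probe gave 12.0-fold.

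The paper reports that glycolysis genes did not change at 48 h. Here 7 of 24 rose (camera adjusted p = 3.9e-04, 0.0863 with an estimated correlation), HK1 and PFKM among them at log2 1.52 ± 0.71 and 1.79 ± 0.56 (SD, 4 arrays), while GAPDH, GPI, ENO1 and ALDOA, which its figure labels, did not pass, ENO1 and ALDOA being at the scanner ceiling. It calls the part of the response shared with LPS small, and here 239 genes, 46.4% of those changed by 72 h of LrS and 11.2% of those changed by LPS, changed with the same direction in both. Without LrS 72 h replicate 1 the shared count was 127.

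Toll-like receptor, NF-kB, cytokine and innate regulation genes are reported as raised in conditioned cells given LPS beyond LPS alone. The paper's Fig. 7D counts genes in enriched pathways, a measure unlike the shift of a list in a direct contrast. A list of negative regulators stands in here for innate regulation. Against untreated controls, 19 of all 29 lists were higher after LrS and LPS and 16 after LPS, with 2 lower in each. Against LPS, the shift did not pass here for the lists of Toll-like receptor (camera adjusted p = 0.583), cytokine (0.921) and negative regulator genes (0.813). That of NF-kB targets was lower at the preset correlation (camera adjusted p = 0.0162) and did not pass with an estimated one (0.546). Against LrS alone these lists were higher (0.0151, 1.7e-21, 4.6e-08 and 5.1e-43 in that order), the direction the paper gives.

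Among genes the paper lists as changed over time, IL10RA rose and IL10RB did not pass at 24, 48 or 72 h (adjusted p = 0.447, 0.126 and 0.492), CD36 rose at 24 and 48 h and did not pass at 72 h (log2 0.78 ± 0.50, adjusted p = 0.130), TLR8 likewise (adjusted p = 0.0735 at 72 h), and ATF3 passed at 48 h and not at 24 or 72 h (adjusted p = 0.181 and 0.912). Of alternatives set beforehand, only the arrays of the comparison in the fit called CD36 (0.0266) and TLR8 (0.0142) at 72 h, the methods' t-test called TLR8 at 72 h (unadjusted p = 0.0160), and the mean over probes called ATF3 at 24 h (log2 1.76, 1.3e-09). Of fits chosen after seeing the values, the session of these arrays alone called CD36 (0.00911) and TLR8 (5.4e-04) at 72 h, and signal means called TLR8 (0.0468). Over all alternatives the adjusted p ran over 0.00911 to 0.623 for CD36 and 5.4e-04 to 0.445 for TLR8 at 72 h, and 1.3e-09 to 0.847 for ATF3 at 24 h.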

Other observations

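Tests of a dye effect common to arrays and of a fall caused by the LrS itself were chosen after the result was seen, as were the fits to 1 dye orientation or 1 session, and the others were chosen before.

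LA for 48 h changed 2033 genes, with a median absolute change of log2 1.19 on replicates 3 and 4 and 0.36 on replicates 1 and 2. The tables argue against a dye effect common to arrays with the treated sample in Cy3: the difference between orientations of LA at 48 h correlates by 0.215 on average with that of 6 groups, against 0.861 with LrS at 48 h, which has the same control cultures. Control cultures of replicates 3 and 4 that differ from the others stay open: the change correlates by -0.332 with their control channel (-0.281 on the LrS arrays alone) and by 0.875 with the LA channel, which goes against them, but the LA channel is part of the ratio and the values of the control channel lie on either side of the bound set beforehand for ruling them out. A response to lactic acid stays open as well: 85.2% of the genes had the same sign on both pairs of replicates, a test made on genes chosen for the pattern. Without LA 48 h replicate 3 the count was 803, without LA 48 h replicate 2 3327 and without LA 48 h replicate 4 1052.

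LrS changed fewer genes at 72 h (515) than at 48 h (4087). Ratios compressed on the dimmer arrays of the 72 h session stay open. Of the 2792 genes past the threshold of the contrast, 135 lie further from 0 at 72 h, and 59 of the 135 were called there. Of the 135, 26 had the same direction at both times and 109 opposite ones. The expectation set beforehand for compression was on genes with the same direction, and 26 does not decide it. Poorer agreement between arrays is argued against by the mean squared change beyond error, which needs no threshold and at 72 h is 0.138 of that at 48 h. Session and time cannot be told apart, because the 48 h arrays share a session with those of 24 h and the 72 h arrays lie in another, and a response of the cells that fades by 72 h stays open. Without LrS 72 h replicate 1 the 72 h count was 264.

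Genes of amino acid and unfolded protein stress were lower in conditioned cells given LPS than in cells given LPS alone, with a median of log2 -0.57: 1 of 30 were higher and 9 lower (camera adjusted p = 4.5e-09, 0.202 with an estimated correlation). A fall caused by the LrS itself, present before LPS, is argued against by the median of log2 -0.0506 after 72 h of LrS, which crosses sessions. A rise in LPS alone that is missing after conditioning stays open: the median was log2 0.25 in LPS and -0.58 in conditioned cells given LPS, so the rise makes up less than the difference. Time in culture before LPS may also differ between these groups.

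Other splits of the 8 arrays of a comparison into 4 and 4 (35 splits, the real one included) were fitted in the same way. For LrS 72 h + LPS against LrS 72 h the real split gave 496 genes and the highest other 10, so no other split was as large. The real split also parts the sessions of the arrays, so LPS and session cannot be told apart. Some of the 35 splits put the dyes out of balance, unlike the real one, so chance is not excluded by that count. For LrS 72 h against LrS 48 h the real split was also the 1 as large, with 2792 genes, but a split that mixes time and dye orientation gave 2684, above every count with 1 array left out (2251 to 2662), so the count says little about chance, and with replicate number as a block 891 genes separated the times. For LrS against LA 48 h, LrS against LA 72 h and LrS 48 h against LrS 24 h chance is not excluded by that count, with 2, 2 and 2 splits as large, the real one included. At 48 h the real split gave 3965 genes and replicates 1 and 2 of LrS and LA against replicates 3 and 4 gave 6407, and at 72 h 66 and 1252. That split follows the dye orientation and, at 72 h, calls several times the real count, which points to a structure of the samples. With replicate number as a block the counts were 4556 and 219, with Cy5 arrays alone 4720 and 36, and with Cy3 arrays alone 2878 and 43. Among the 8 splits that part every pair of LrS and LA arrays of the same number, as the real one does, the highest other gave 14 at 48 h, and in limma 0 at 72 h, splits too few for a share under 0.05.

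For LrS against LA 24 h and LrS 72 h + LPS against LPS the real split gave 758 and 444 genes and the highest other 189 and 95, with 1 of 35 splits as large in each. The labels give the arrays of a pair the same control culture, so the splits to compare are the 8 that part every pair, too few for a share under 0.05, and chance is left open. The highest other of these gave 7 genes for LrS 72 h + LPS against LPS and, in limma, 0 for LrS against LA 24 h, where 2520 genes had an unadjusted p under 0.05 in the real split. With replicate number as a block the counts were 336 and 258. The count for LrS against LA 24 h was 421 without LrS 24 h replicate 3 and 405 without LrS 24 h replicate 4, and that for LrS 72 h + LPS against LPS 249 and 294 without LPS replicate 1 and LPS replicate 3, and 203 and 238 without LrS 72 h + LPS replicate 1 and LrS 72 h + LPS replicate 4.

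Between 48 and 24 h of LrS the real split gave 1060 genes and the highest other 2505, which sets replicates 1 and 2 of 48 h and replicates 3 and 4 of 24 h against the rest, a mix of time and dye orientation. With replicate number as a block 89 genes separated the times, with Cy5 arrays alone 3792, with Cy3 arrays alone 3718 and with only their session 1226. Without LrS 24 h replicate 1 the count was 678 and without LrS 24 h replicate 2 680.

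For single groups, turning the sign of arrays gives 8 arrangements, too few for a share under 0.05. The real arrangement and the highest other gave 1929 and 272 genes for LrS 24 h, 4087 and 1908 genes for LrS 48 h, 515 and 12 genes for LrS 72 h, 2033 and 5 genes for LA 48 h, 14 and 19 genes for LA 72 h, 2138 and 178 genes for LPS and 2240 and 234 genes for LrS 72 h + LPS. For LA 24 h limma gave 23 with the real arrangement and 0 as the highest other. With the real one 1182 of 17278 genes had an unadjusted p under 0.05, a share of about 0.05 being due to chance alone. As large as the real count were 2 arrangements for LA 72 h, where the other turns replicates 3 and 4 and so follows the dye, and 1, the real one itself, for every other group. Of gene lists, 7 passed for LrS 72 h + LPS against LPS and at most 12 in other splits, with 8 of 35 as large, so chance is not excluded for that number. For LrS against LA over all times, 21 lists passed and at most 20 in other splits, 1 of 100 drawn splits being as large, a margin of 1 list that is gone without LrS 24 h replicate 4 (20), and the drawn splits ignore shared control cultures, so that number says little about chance.

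Lists kept as checks for other cell types gave, at 48 h of LrS, 1 of 14 lymphocyte markers higher and 1 lower (camera adjusted p = 0.304) and 3 of 7 epithelial and fibroblast markers lower (camera adjusted p = 0.304). Over the 3 times against LA, 1 of 14 lymphocyte markers differed (camera adjusted p = 0.202), and camera gave an adjusted p of 0.961 for the epithelial and fibroblast list. Of neutrophil markers, which monocytes also express, 3 of 9 rose at 72 h of LrS (camera adjusted p = 0.00565). Of enzymes of lysine acetylation 2 of 32 rose and 8 fell at 48 h (camera adjusted p = 0.141).

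Of mRNA of the proteins in Fig. 3, 5 of 10 rose at 24 h (camera adjusted p = 8.1e-07), 4 at 48 h (4.1e-04) and 2 at 72 h (0.0441, 0.173 with an estimated correlation). IL1RN, which encodes the interleukin-1 receptor antagonist, rose by log2 1.31 ± 0.20 at 24 h and 2.25 ± 0.81 at 48 h (a further probe gave 1.29 and 0.04), and the chemokine gene CXCL1 by 1.46 ± 0.74 and 2.90 ± 0.48, while IL6 rose at 24 h by 0.77 ± 0.13 and did not pass at 48 h (adjusted p = 0.395) (SD, n = 4 arrays each). Of the surface markers in Fig. 4, 3 of 4 rose and 1 fell at 48 h (camera adjusted p = 0.00789, 0.0640 with an estimated correlation): ITGAM, the integrin chain CD11b, by log2 1.19 ± 0.39, ITGAX, CD11c, by 1.04 ± 0.22, and the costimulatory gene CD86 by 1.87 ± 0.85, while the fractalkine receptor gene CX3CR1 fell to log2 -1.57 ± 1.25. IL4R rose at 24 and 48 h, by log2 0.84 ± 0.24 and 1.35 ± 0.62, and IL4I1 at 48 and 72 h by 1.37 ± 0.18 and 2.02 ± 0.27, and also under LA at 48 h by 0.90 ± 0.85, a call that ended without LA 48 h replicate 3 (0.71) and without LA 48 h replicate 4 (0.63).

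Further probes of changed genes moved in the same direction for 467 of 497 in LrS 24 h, 1070 of 1171 in LrS 48 h, 129 of 138 in LrS 72 h, 6 of 6 in LA 24 h, 403 of 572 in LA 48 h, 7 of 7 in LA 72 h, 537 of 614 in LPS and 595 of 678 in LrS 72 h + LPS. On LrS 72 h replicate 2 the header names another replicate's image for Cy3, and its Cy3 signal correlates by 0.961 with its own Cy5 signal, 0.946 with the Cy3 signal of replicate 1 and 0.921 with its Cy5 signal, so the signals are no copy of replicate 1.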
